# Single-Cell Transcriptome Reveals Cell Type–Specific Molecular Pathology in a 2VO Cerebral Ischemic Mouse Model

**DOI:** 10.1007/s12035-023-03755-4

**Published:** 2024-01-05

**Authors:** Qian Zhang, Zhong Xu, Jian-Feng Guo, Shang-Hang Shen

**Keywords:** Cell types, Ischemia-induced memory impairment, Single-cell sequencing, Two-vessel occlusion ischemia

## Abstract

Post-ischemia memory impairment is a major sequela in cerebral ischemia patients. However, cell type–specific molecular pathology in the hippocampus after ischemia is poorly understood. In this study, we adopted a mouse two-vessel occlusion ischemia model (2VO model) to mimic cerebral ischemia–induced memory impairment and investigated the single-cell transcriptome in the hippocampi in 2VO mice. A total of 27,069 cells were corresponding 14 cell types with neuronal, glial, and vascular lineages. We next analyzed cell-specific gene alterations in 2VO mice and the function of these cell-specific genes. Differential expression analysis identified cell type–specific genes with altered expression in neurons, astrocytes, microglia, and oligodendrocytes in 2VO mice. Notably, four subtypes of oligodendrocyte precursor cells with distinct differentiation pathways were suggested. Taken together, this is the first single-cell transcriptome analysis of gene expression in a 2VO model. Furthermore, we suggested new types of oligodendrocyte precursor cells with angiogenesis and neuroprotective potential, which might offer opportunities to identify new avenues of research and novel targets for ischemia treatment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12035-023-03755-4.

## Introduction

Stroke, the second leading cause of death in the world [1, 2] and the leading reason for death in China [3], not only results in great suffering for patients and family members, but also carries heavy financial burden for individuals and society. Despite an estimated cost of treating stroke needs > 70 billion dollars per year in the USA, the treatment method of stroke remains very limited and currently is mainly based on supportive therapies [4]. Thus, there is an urgent need to explore novel options of treatment in stroke.

It is well documented that many stroke survivors display a range of cognitive and psychiatric impairments such as depression [4, 5]. Indeed, more than 30% of patients may develop cognitive impairment after stroke [6]. Memory impairment is considered one of the main complications of ischemic stroke [7]. Therefore, novel therapeutic strategies to reduce the incidence of cognitive impairment by identifying risk factors in the affected brain regions are required.

Promoting nerve regeneration is considered one of the main treatment methods for neuronal damage following stroke [8], but cell types involved in neurogenesis have yet to be fully elucidated. Moreover, identification of the molecular mechanisms underlying ischemic brain damage and the findings for key signaling pathways and protein molecules are important to guide the clinical treatment of ischemia.

Differences between cells can be greater yet at the RNA level, even within seemingly uniform populations. Diverse cell types have unique transcriptomes, which can be used to assess the gene regulation network underlying their physiological functions, behavior, and phenotype. Although bulk transcriptomic studies in model organisms have been at the forefront of research [9, 10], the cell type–specific molecular pathology of ischemia is unclear. Single-cell transcriptome profiling can identify biologically relevant differences in cells, even when cells may not be distinguishable by marker genes or cell morphology, and can be used to group cells in an unbiased way. Differences in transcriptomes between distinct cells may also provide critical information on the composition of cell types in diseased tissues. To understand the basis and importance of heterogeneity and stochastic aspect of gene expression, it is essential to examine transcriptomes of individual cells. Thus, there is a need to elucidate how individual cell types are affected after ischemia and clarify if the process of repair follows a similar blueprint in all cell types or whether certain cell types have unique transcriptional changes.

In this study, to address these issues, we adopted a two-vessel occlusion (2VO) ischemia mouse model to mimic cerebral ischemia–induced memory impairment and used single-cell RNA sequencing to profile and compare the cellular composition and transcriptome of cells in hippocampi of sham and 2VO mice. We provided comprehensive datasets of genes and pathways where transcriptional profile changes occurred after 2VO surgery for all the major cell populations. Our findings suggest that oligodendrocyte precursor cells (OPCs) are multi-functional cells in the adult hippocampi of mice, that is, they can differentiate into different cell types, including neurons, astrocytes, and oligodendrocytes. Furthermore, the presence and quantification of individual cell populations at various stages of differentiation, from stem-like cell to progenitor cell, to immature and mature neuron, are clearly defined at single-cell resolution. Finally, we suggest that the subtypes of OPCs have the potentiation to differentiate into neuronal precursor cells (NPCs) in the hippocampi of 2VO mice. Together, these results provide a promising therapeutic strategy for the treatment of cerebral ischemia.

## Material and Methods

### Mouse 2VO Cerebral Ischemia Model

All procedures and 6–10-week-adult male mice used were approved by the Animal Care and Use Committee of Fujian Medical University. Conventional SPF C57BL/6 mice were purchased from Experimental Animals Center of Fujian Medical University (Fuzhou, Fujian, China). Mice were maintained in a pathogen-free SPFII animal facility in a condition-controlled room (23 ± 1 °C, 50% ± 10% humidity) under a 12-h light/dark cycle. Mice were housed in groups of four to five in ventilated cages and given access to food and water ad libitum unless otherwise stated in the methods below. Experimenters were blinded to the treatments and sample processing throughout the subsequent experiments and analyses.

Bilateral occlusion of the common carotid arteries was performed as previously reported [11]. This model gives typical reproducible brain damage and it does not require cannulation of both the internal jugular vein and the femoral artery to continuously monitor mean arterial blood pressure during ischemia. Briefly, before surgery, mice were provided water ad libitum. The mean arterial blood pressure was measured using a non-invasive blood pressure system (Product #CODA, Kent Scientific Corporation, Torrington, CT, USA). Mice were anesthetized with isoflurane (5% for induction and 1.5–2.5% for maintenance). Rectal temperature was maintained at 37.0 ± 0.5 °C during the entire surgical procedure by a rectal temperature probe and heating pad (Product # TCAT-2 Temperature Controller, Harvard Apparatus, Holliston, MA, USA). The ventral neck was shaved to expose the skin and then disinfected. Next, an incision in the midline of the ventral neck region was made with a scalpel, the superficial fascia was dissected to expose the bilateral common carotid arteries, and both carotid arteries were clamped with micro-vessel clamps for 50 min to induce global cerebral ischemia. Hippocampal blood flow was detected by using a laser Doppler flowmetry (moorVMSLDF2, Moor Instruments, Wilmington, DE, USA) with a 0.5-mm flexible fiber optic as previously described [12]. The isoflurane level was decreased to 0% approximately 2 min before the release of the micro-vessel clamps, when blood reperfusion resumed. After, the neck incision was sutured with 5–0 sterile silk sutures. Mice were moved to a warm (37.0 ± 1 °C) recovery chamber (Product #DW-1, Harvard Apparatus, Holliston, MA, USA) to prevent post-ischemic hypothermia. For sham operations, micro-vessel clamping was performed on the bilateral common carotid arteries. The clamping was immediately released to allow for instant reperfusion. The subsequent procedure is same to that performed on cerebral ischemia group, including anesthesia processes.

### Morris Water Maze

The Morris water maze was used to determine spatial learning ability and memory. The procedure was performed in a white-water pool (120 cm in diameter with 2/3 full of water) containing a circular bright black platform (14 cm in diameter and submerged 1.5 cm beneath the water surface). Various patterns were equally distributed around the wall as visual cues for mice during the experiment. The experiment was initiated at day 7 of 2VO surgery, at the training stage, where the spatial acquisition learning ability training consisted of five consecutive days with every training day comprising of four trials with a 15-min inter-trial interval. The entry points of the mice were randomly selected each time from different designated locations. Once a mouse successfully found the platform within 60 s, it was placed into a cage under a warming lamp as a reward. Otherwise, the mouse was gently and manually guided to the platform and allowed to remain there for at least 20 s. The escape latency and pathlength to the platform were recorded each day to assess the spatial learning ability.

On day 6 (day 12 after 2VO surgery), a probe trial test was performed. The hidden platform was removed from the pool, and mouse was placed in the quadrant diagonally opposite the target quadrant and allowed to swim for 60 s freely. The percentage of time spent in the target quadrant was recorded and analyzed as a measure of spatial memory retention. Each mouse was monitored by a camera, and its trajectory was analyzed using the Smart software (V3.0, Panlab Harvard Apparatus, Holliston, MA, USA).

### Cell Isolation

Single cells were obtained according to a previous procedure with brief modifications [13]. Briefly, the individual adult male mouse was deeply anesthetized in an isoflurane chamber and decapitated. The brain was removed and rapidly dissected the whole hippocampus. The tissue was then cut thoroughly into pieces and transferred to a 1.5-mL microcentrifuge tube with 2 mg/mL isolation solution, containing pronase (Sigma, Cat# P6911-1G, Burlington, MA, USA) and 50 μg/mL DNaseI (Sigma, Cat# D5025, Burlington, MA, USA) in 1 mL Hibernate A (Invitrogen, Cat# A1247501, Waltham, MA USA)/B27 (Invitrogen, Cat# 17504, Waltham, MA USA) medium (HABG). The tissue and solution were mixed for 30 min at 34 ℃ in a horizontal shaker at 200 rpm. After incubation, the tissue was gently triturated by polished tips, and the single cells were released. The purified cells were obtained by density gradient centrifugation at 800 g for 15 min and resuspended in PBS (calcium and magnesium-free) containing 1% BSA, then centrifuged at 200 g for 2 min. The single cells were concentrated and resuspended in the desired medium. Cell number was determined and viability was measured by using trypan blue staining.

### Single-Cell RNA Sequencing and Raw Data Preprocessing

Cell numbers and viability of single-cell suspensions were determined, and samples with cell survival rates above 80% were applied for subsequent procedures. The cells were washed and resuspended to prepare a suitable cell density of 700–1200 cells/μL for 10 × Genomics Chromium ™ system operation (Pleasanton, CA, USA), without using antibodies or fluorescence-activated cell sorting for specific cell sorting, in order to reflect the original true cell type and proportion as much as possible. Based on the expected number of target cells, gel bead in emulsions (GEMs) were constructed for single-cell isolation. After the GEMs were formed, they were collected and reverse-transcribed in a PCR machine to achieve labeling followed the manufacturer’s instructions of 10 × Genomics. Next, the GEMs were destroyed; the first strand cDNA was purified and enriched with magnetic beads and subjected to cDNA amplification and quality control. Qualified cDNAs were applied for library construction using the 10 × Genomics Single Cell 3′ v2 Reagent Kit, and then fragmentation, adding adapters, and PCR amplification of the cDNA followed the manufacturer’s instructions. Finally, the Illumina NovaSeq platform with the PE150 sequencing mode was used for sequencing with a sequencing volume of > 50 k reads/cell.

Sequenced samples were processed using the Cell Ranger 3.1.0 pipeline and aligned to the GRCm38/mm10 mouse reference genome. Cell with fewer than 650 detected genes/cell and genes that were expressed by fewer than 20 cells (0.025% of all cells in the dataset) were removed before cell centering, scaling and identification of variable genes in the dataset.

### Dimensionality Reduction and Clustering

To visualize and interpret single-cell RNA sequencing data, two-dimensional projections of cell populations the dimensionality of the gene expression matrix was determined using principal component analysis (PCA). Next, to further reduce the dimensionality of these components, t-distributed stochastic neighbor embedding (t-SNE) [14] and uniform manifold approximation and projection (UMAP) [15] were employed. As tSNE is a nonlinear embedding that does not preserve distances, we used UMAP to interpret the distances of clusters and cell types in this study.

### Determination of Cell-Type Identity

We use two methods to resolve the identities of the cell clusters. First, known cell type–specific markers from previous studies were curated and checked for expression patterns in the cell clusters. A cluster showing high expression levels of a known marker gene specific for a particular cell type was considered to carry the identity of that cell type. Second, we evaluated the overlap between known marker genes of various cell types with the marker genes identified in our cell clusters. Overlap was assessed using a Fisher exact test and significance was set to Bonferroni-corrected *P* < 0.05. A cluster was considered to carry the identity of a cell type if the cluster marker genes showed significant overlap with known markers of that cell type. The two methods showed consistency in cell identity determination. Known markers for major hippocampal cell types have been previously described in the literatures. These include, but are not limited to, *Pdgfra* for oligodendrocyte precursor cells [16], *Cldn11* for mature oligodendrocytes [16], *Gjb6* for astrocytes [17], *Sox11* for neural progenitor cells [18], *Slc17a7* for glutamatergic neurons [19], *Slc32a1* for GABAergic neurons [20], *Ccdc153* for ependymocytes [21], *Folr1* for choroid plexus epithelial cells [22], *Cldn5* for endothelial cells [23], *Kcnj8* for pericytes [23], *Acta2* for vascular smooth muscle cells [23], *Slc6a13* for vascular leptomeningeal cells [16], *Tmem119* for microglia [19], and *Pf4* for macrophages [24]. For this study, these markers were sufficient to define all major cell types.

### Significantly Dysregulated Gene Analysis

To find differentially expressed genes, we used the Mann–Whitney *U* test [25], a non-parametric test that detects differences in the level of gene expression between two populations. By using the Mann–Whitney *U* test, we compared the distributions of expression levels of every gene separately. *P* values were adjusted using the Bonferroni correction for multiple testing. Gene expression fold changes were calculated as Median (2VO)/Median (Sham). Significantly dysregulated genes were screened using the criteria of an absolute value of Foldchange > 1.5 and adjusted *P* value < 0.05.

### GSEA Hierarchical Clustering Analysis of Common Hallmark Pathways

To identify common hallmark pathways in cell types, we first applied GSEA enrichment analysis for all genes in the corresponding populations. Hallmark gene sets are coherently expressed signatures derived by aggregating many MSigDB [26] (Molecular Signatures Database) gene sets to represent well-defined biological states or processes. After each hallmark pathways were acquired, the negative normalized enrichment score (NES) was applied for hierarchical clustering and heatmap construction for significantly enriched pathways.

### Ligand-Receptor Interaction Analysis

The ligand-receptor interaction analysis was mainly based on CellphoneDB [27], a novel repository of ligands, receptors, and their interactions [28]. For cluster 6 (C6, hereafter), C10, C14, C15, C16, C19, C20, C23, and C24–C12 interactions and dysregulated ligands, receptors, and interactions with C12 from C6, C10, C14, C15, C16, C19, C20, C23, and C24 were extracted. Extracted ligands-receptors were shown with Cytoscape v3.6.1.

### Immunostaining

Mice were anesthetized with isoflurane and transcardially perfused with 0.1 M phosphate-buffered saline (PBS) followed by 4% paraformaldehyde (PFA) in PBS at seventh day of 2VO surgery. Brains were post-fixed overnight in PFA at 4℃. Each brain was then dissected and further fixed in 4% PFA for an additional 24 h, and then transferred to 15% sucrose in PBS followed by 30% sucrose until saturated. The brain was embedded in Tissue-Tek OCT compound, frozen in liquid nitrogen, and stored at − 80℃ before being cut into 20-μm coronal sections in a cryostat at − 20℃ (CM3050S, Leica). Free-floating sections were washed with PBS. For immunostaining, sections were incubated with blocking buffer (5% normal goat serum and 0.3% Triton X-100 in PBS) for 1 h at room temperature, and incubated with primary antibody (SMI-32, 1:300, NE1023, Calbiochem, USA; MBP, 1:500, ab40390, Abcam, UK) overnight at 4℃. Sections were washed in PBS and then incubated with the appropriate secondary antibody for 2 h at room temperature. Sections were washed again for 3 × 10 min in PBS. After washing, they were mounted on coverslips using Fluoroshield mounting medium with DAPI (ab104139, Abcam, Cambridge, UK) for image collection.

### Data Availability

The single-cell RNA sequencing data are available through NCBI’s Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE 171393.

### Statistical Analysis

GraphPad Prism 8 was used for data processing and analysis. All data were expressed as means ± SEM. We used the unpaired *t*-test, paired *t*-test, one-way analysis of variance (1-way ANOVA, with Tukey’s test was used for post hoc comparison), or 2-way ANOVA or 2-way repeated measured ANOVA to conduct data analysis with Bonferroni’s test or Sidak’s test was used for post hoc comparison. All data are presented as the mean ± SEM in all cases. Statistical significance was taken as *P* < 0.05.

## Results

### Model Validation and Behavioral Test

We firstly evaluated the pathological changes of myelin by SMI32 and MBP immunofluorescence double labeling (Supplementary Fig. 1). SMI32, an abnormally non-phosphorylated neurofilament protein, is a marker of axonal injury, whereas MBP is a marker of myelin integrity. The results showed that SMI32 was rarely expressed in the sham group, while the 2VO group showed increased expression of SMI32 and a loss of MBP intensity. After verifying the brain damage following surgery, we then examined whether 2VO cerebral ischemia mice displayed memory impairments in the Morris water maze test. The Morris water maze test was performed at days 7, 8, 9, 10, 11, and 12 after 2VO surgery. The results showed that 2VO cerebral ischemia mice presented significant memory decline 7 days after surgery compared to those in the sham group (Fig. 1B–E). In particular, the escape latency (time required to find the platform, in seconds) to the platform was higher during the acquisition test at days 7, 8, 9, 10, and 11 after 2VO surgery compared with that in the sham group (Fig. 1B, sham: *n* = 10; 2VO: *n* = 10; two-way RM ANOVA, interaction: *F*_(*4, 72*)_ = 0.7241, *P* = 0.5784; time: *F*_(*3.230, 58.14*)_ = 28.93, *P* < 0.0001; sham vs 2VO: *F*_(*1, 18*)_ = 38.57, *P* < 0.0001). Pathlength (distance covered by the mouse until it finds the platform, in centimeters) but not locomotion speed (velocity, in centimeters/second) was also increased (Fig. 1C and D, sham: *n* = 10; 2VO: *n* = 10; for pathlength: two-way RM ANOVA, interaction: *F*_(*4, 72*)_ = 0.9472, *P* = 0.4419; time: *F*_(*2.096, 37.74*)_ = 19.58, *P* < 0.0001; sham vs 2VO: *F*_(*1, 18*)_ = 16.14, *P* = 0.0008; for locomotion speed: two-way RM ANOVA, interaction: *F*_(*4, 72*)_ = 1.821, *P* = 0.1342; time: *F*_(*2.990, 58.82*)_ = 8.744, *P* < 0.0001; sham vs 2VO: *F*_(*1, 18*)_ = 0.01777, *P* = 0.8954). In addition, the percentage of time spent in the target quadrant during the spatial exploration stage of the Morris water maze probe test was decreased significantly (Fig. 1E, sham: *n* = 10; 2VO: *n* = 10; unpaired *t*-test, *F*_(*9, 9*)_ = 2.390, *P* = 0.053). All these results suggested that learning and memory was impaired after 2VO surgery.

**Fig. 1:**
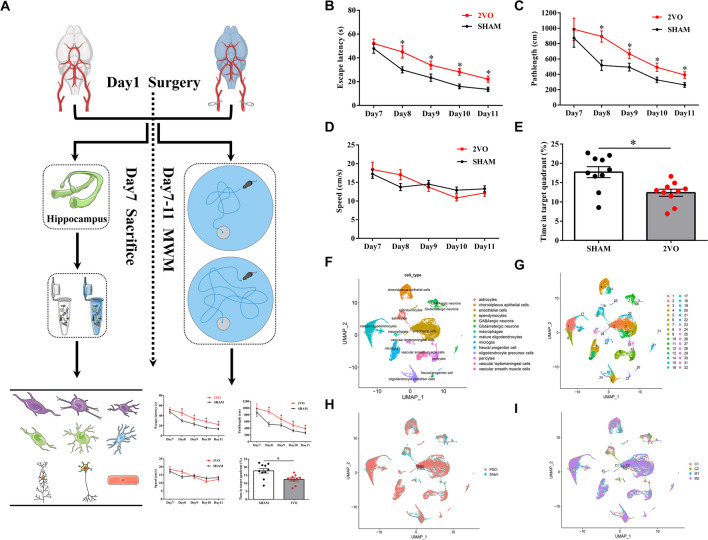
Single-cell atlas of 2VO cerebral ischemia model mice in the hippocampus. (**A**) Workflow of this study. (**B**) The Morris water maze test was performed during the indicated days. Escape latency to the platform (**B**) was measured during the acquisition test at 7, 8, 9, 10, and 11 days after 2VO surgery. Pathlength (**C**) and locomotion speed (**D**) were also recorded and plotted (sham: *n* = 10; 2VO: *n* = 10). (**E**) The percentage of time spent in the target quadrant during the spatial exploration stage of the Morris water maze probe test on the 12th day after surgery (sham: *n* = 10; 2VO: *n* = 10). Data are presented as the mean ± SEM. Error bars indicate SEM. * indicates a significant difference between the sham and 2VO groups; *P < 0.05; Repeated measured ANOVA with Bonferroni post hoc analysis was in (**B**)–(**D**); (**E**) Student’s *t*-test. (**F**) Thirteen cell types including neuronal, glial, and vascular cells of (**G**) thirty-two clusters were identified: clusters from (**G**) were color-coded corresponding to either (**H**) the two different types of animals analyzed (sham and 2VO) or (I) the four different batches that were sequenced

### Single-Cell Atlas of 2VO Mice

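Whole hippocampi of 2 sham mice and 2 2VO mice were taken on day 7 after surgery, with both common carotid arteries clamped for 50 min in the 2VO group, and 1 library was made per mouse. The chemistry reads the 3′ end of each transcript and tags every molecule with a unique molecular identifier (UMI). The paper gives the mice as 6 to 10 weeks old and the dissociation at 34 °C, and the sample labels give 12 weeks and 37 °C. The authors aligned the reads with Cell Ranger 3.1.0 to the GRCm38 mouse genome and deposited UMI counts per gene and barcode. Sham 1, sham 2 and 2VO 1 (C1, C2 and M1 in the paper) were analysed from these counts, and 2VO 2 (M2) was not analysed here. The sham 1 library held 65287386 UMIs in 5928 barcodes, sham 2 held 40459614 in 6642 and 2VO 1 held 18754480 in 5361. The paper states its depth in reads per cell, while every value here rests on UMIs. Barcodes with at least 650 detected genes, the minimum the paper states, were kept, and their median was 8191 UMIs per cell in sham 1, 5249 in sham 2 and 2311 in 2VO 1. Mitochondrially encoded genes took 3.38%, 4.09% and 5.89% of the UMIs in this order of libraries. The ribosomal-RNA-associated transcripts, among them *Lars2*, *Gm42418* and AY036118, took 0.576%, 3.27% and 1.53%. Cells were clustered from 2000 variable genes and 30 principal components with Leiden clustering at resolution 1.0, without integration of the libraries and without removal of doublets. The number of components and the resolution are not named in the paper's text, so cell classes rebuilt here can differ from the paper's. Gene coordinates are from the GENCODE annotation of GRCm38.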

Given that the hippocampus plays critical roles in learning and memory [29, 30], we used the 10 × Genomics platform to process high-throughput single-cell RNA sequencing to examine the transcriptional profiles of cells in the hippocampi from two sham and two 2VO ischemia model mice (Fig. 1A). After filtering, we generated 27,069 single-cell gene expression profiles, 12,018 from sham and 14,961 from 2VO model mice (Supplementary Table 1) The “Epitools” (https://epitools.ausvet.com.au/chisq) was employed to check cell numbers and proportions of each type by the chi-squared test for 2xN contingency tables with the CI95 ranges (Fig. 2 and Supplementary Tables 20–22). 

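The filter of at least 650 detected genes left 14147 cells, of which 5109 came from sham 1, 5126 from sham 2 and 3912 from 2VO 1. With a filter of at least 200 genes, which was chosen after seeing the data, 5922, 6601 and 5357 barcodes would have remained. Of 31053 genes listed, 16993 were detected in at least 20 cells. Scrublet, which scores each cell against simulated mixtures of cells, marked 102 cells of sham 1, 131 of sham 2 and 103 of 2VO 1 as doublets. They stayed in the main values and were removed only in an alternative.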

Of note, we found that the chi-square statistics was 1089.7 with the *P* value < 0.0001. And several cell types significantly deviated from 0.5 values and biased by our sampling procedure based on RxC analysis. Such as proportions of astrocytes (95% confidence interval (CI): 0.75 [0.72–0.77]), ependymocytes (95% CI: 0.65 [0.58–0.71]), and vascular leptomeningeal cells (95% CI: 0.69 [0.63–0.74]) in sham group were remarkably increased while endothelial cells (95% CI: 0.39 [0.38–0.40]), microglia (95% CI: 0.30 [0.28–0.31]), and vascular smooth muscle cells (95% CI: 0.31 [0.29–0.34]) were sharply decreased. 

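ASTs, the glia that take up glutamate and potassium, made up 4.11% of the cells of sham 1, 4.47% of sham 2 and 0.997% of 2VO 1 (95% Clopper-Pearson interval 0.71% to 1.36%). EPNs, the ciliated cells of the ventricle wall, were 1.43% and 1.56% in the sham libraries and 0.23% in 2VO 1 (0.105% to 0.436%). Microglia, the resident immune cells of the brain, were 4.21% and 3.98% in the sham libraries and 9.89% in 2VO 1 (8.97% to 10.9%). Macrophages made up 0.372%, 0.449% and 1.10% in this order. ECs were 20.2% in sham 1, 31.5% in sham 2 and 30.6% in 2VO 1, and VSMCs were 1.94%, 5.05% and 3.63%, so the 2VO value of both lay between the sham values. VLMCs were 0.861%, 2.34% and 0.818%. The intervals cover counting error only, and with 2 sham libraries and 1 2VO library the 3 possible splits of the libraries cannot give a permutation p under 0.05, so no test is given. These are shares of all kept cells of a library, while the paper's shares are of the cells of a class. With at least 200 genes per cell, a filter chosen after seeing the data, ASTs were 6.50%, 5.73% and 1.68% in this order. EPNs were then 1.30%, 1.24% and 0.149%, and microglia 4.19%, 3.14% and 10.2%. For these classes the values argue against the filter of at least 650 genes as the source of the difference. The filter for the other classes, and the lower depth of the 2VO library for all, can set such shares.

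**Figure D1:**
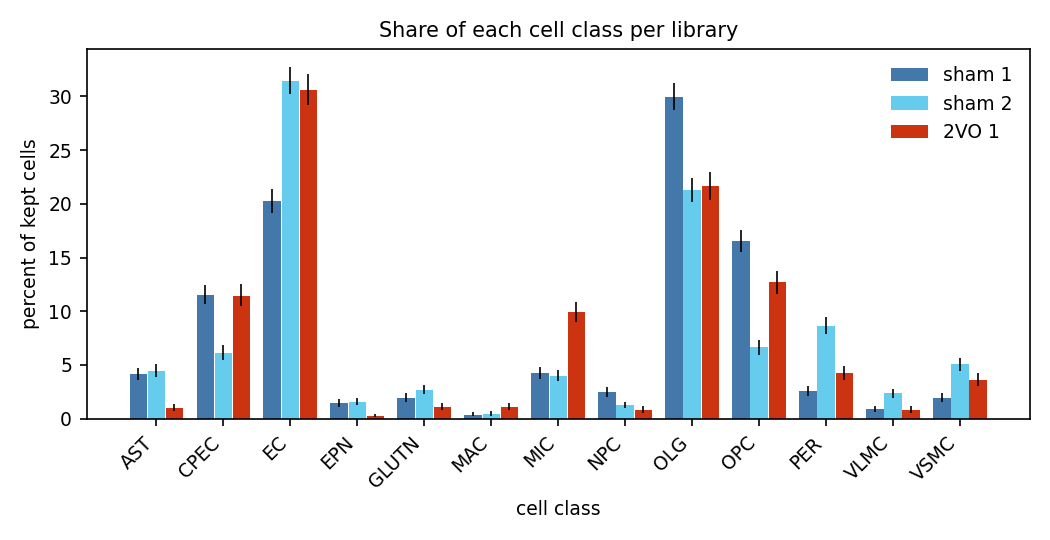
Percent of kept cells (vertical axis) of each of the 13 cell classes (horizontal axis) in the sham 1, sham 2 and 2VO 1 libraries. Bars are shares of 1 library each and error bars are 95% Clopper-Pearson intervals, which cover counting error only. The 2VO bar lies below both sham bars for ASTs and EPNs and above both for microglia.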

Data were projected onto two dimensions via UMAP [15] to analyze cellular heterogeneity. In total, 32 clusters were obtained (Fig. 1G) and then we annotated clusters according to expression of known cell type markers (Supplementary Table 2) and identified 14 cell types, including OPCs, mature oligodendrocytes (OLGs), NPCs, astrocytes (ASTs), glutamatergic neurons (GLUTNs), GABAergic neurons (GABANs), ependymocytes (EPNs), choroid plexus epithelial cells (CPECs), endothelial cells (ECs), pericytes (PERs), vascular smooth muscle cells (VSMCs), vacuolar leptomeningeal cells (VLMCs), microglia, and macrophages (Fig. 1F). 

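Clustering gave 31 clusters, and 29 of them took a class name from fixed markers. These were 6 clusters of ECs, 5 of OLGs, 4 of OPCs, 2 each of CPECs, microglia and PERs, and 1 each of ASTs, EPNs, NPCs, VSMCs, VLMCs, macrophages, GLUTNs and Cajal-Retzius neurons. Cajal-Retzius neurons, early-born glutamatergic cells that secrete reelin, were counted with the GLUTNs. Cluster 15 (279 cells, led by *Meg3* and *Gad2* and holding *Slc17a7* and *Cnr1*) carried markers of both GLUTNs and GABANs and stayed unnamed. Cluster 30 (58 cells, led by *Dlx6os1*) stayed unnamed because genes of another class led it. The unnamed clusters held 1.86% of the cells of sham 1, 4.10% of sham 2 and 0.818% of 2VO 1. GABANs received a cluster of their own at resolution 2.0, with 39 cells in sham 1, 39 in sham 2 and 13 in 2VO 1, and also with the filter of at least 200 genes. The rule that turns markers into names was revised 3 times after the clusters had been seen.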

Clustering was not driven by experimental batch or individual samples (Fig. 1H and I), each mouse contains all clusters, and no cluster is unique to any mouse. 

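All 31 clusters held cells of sham 1, sham 2 and 2VO 1, but the share that came from 2VO 1 ranged from 3.45% in cluster 30 to 81.7% in cluster 13. Within OLGs, which make myelin, 2VO cells were 65.9% of cluster 3 and 4.34% of cluster 0. Within OPCs they were 81.7% of cluster 13 and 7.12% of cluster 6, and within microglia 69.2% of cluster 10 and 6.27% of cluster 16. Sham 1 gave 82.5% of OLG cluster 18, and sham 2 gave 84.7% of PER cluster 23. With 1 2VO library, the library and the condition cannot be told apart in such a cluster.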

Beyond retrieving known cell markers, we also identified possible marker genes for each hippocampal cell type, such as *Plpp3* for ASTs, *Cnp* for mature OLGs, *Birc5* for NPCs, and *Lhfpl3* for OPCs.

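*Plpp3*, which encodes a lipid phosphate phosphatase, had its highest mean in ASTs, at 30.2 counts per 10000 UMIs averaged over cells, followed by VLMCs at 8.15. *Cnp*, a myelin enzyme, reached 49.8 in OLGs and 7.71 in OPCs. *Lhfpl3* reached 11.3 in OPCs and 0.279 in GLUTNs. *Birc5*, which encodes survivin and is made by dividing cells, was highest in OPCs at 0.286, where cluster 27, led by *Pclaf*, *Ube2c* and *Top2a*, holds the dividing cells. These means are over 13 named classes and the 3 libraries together, and no test is given because the clusters were built from the same genes. With doublets removed the dividing cells left the OPC class.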

**Fig. 2:**
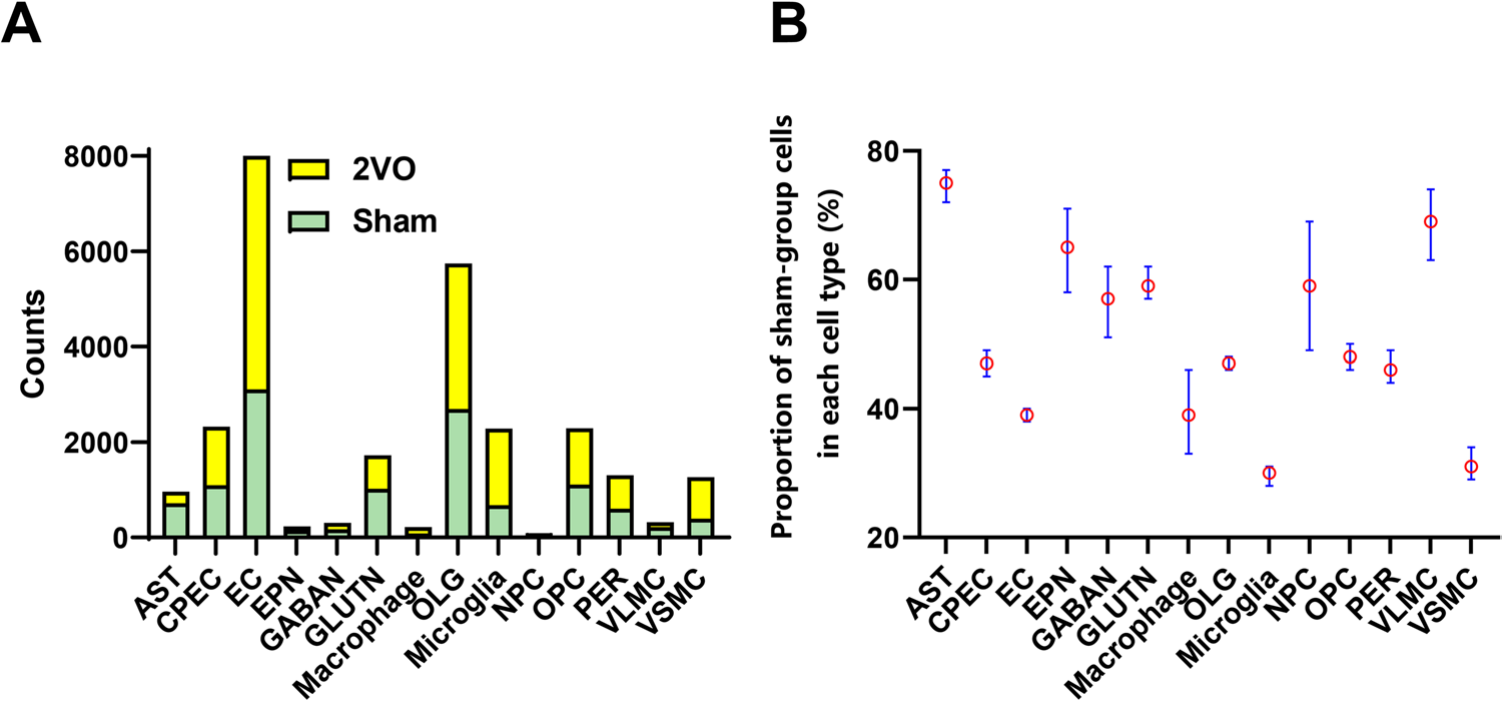
Results of chi-square test for RxC contingency. (**A**) Bar plots of cell counts in Sham and 2VO groups of different cell types. (**B**) The results of the RxC analysis of 95% CI for proportion of sham group in each cell type

### Identification of Neuronal Characteristics After 2VO

Excitation and inhibition are the two basic characteristics of different types of neurons, which utilize glutamate and GABA as the major neurotransmitters for excitatory and inhibitory signals, respectively. To evaluate the features of different cell types in 2VO mice, we investigated the characteristics of two types of neurons in the hippocampus after 2VO injury. 

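For the comparison of 2VO and sham, raw UMI counts were summed per library and cell class and tested with edgeR's quasi-likelihood test after TMM normalization. A gene was called at an adjusted p under 0.05 and a fold over 1.5, the paper's fold limit. With 2 sham libraries and 1 2VO library the fit has 1 residual degree of freedom, and the lone 2VO library is assumed to vary like the sham libraries. The paper instead tested single cells with the Mann–Whitney U test and pooled both 2VO libraries. Values in CPM are the counts of a gene in a class and library, scaled to 1000000 counts after TMM normalization, in the order sham 1, sham 2, 2VO 1. A class was tested where every library had at least 10 cells of it. In each class 25 gene lists, written before the data were examined but after the paper's tables had been read, were tested with limma's camera at a preset correlation of 0.01 between genes. List counts are therefore not independent of the paper's own results on these mice. No list kept its call in any class when the correlation was estimated, where the smallest adjusted p was 0.71. The smallest unadjusted p was then 0.0319 over 327 tests, and 0.028 for a changed list in simulated data, so hardly any list could pass and the loss of these calls says nothing about their stability.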

One thousand nine hundred thirty-four neurons (GLUTNs and GABANs with possible marker genes such as *Nrgn* for GLUTNs and *Gad2* for GABANs, Fig. 3A and Supplementary Table 3) were assembled into five clusters (Figs. 1G and 3B in lower-left). 

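Neurons were few in these libraries. GLUTNs, Cajal-Retzius neurons and the unnamed neuronal cluster 15 together held 559 cells, of which 148 came from sham 1, 338 from sham 2 and 73 from 2VO 1. *Nrgn*, which encodes the calmodulin-binding postsynaptic protein neurogranin, had a mean of 31.2 counts per 10000 UMIs in GLUTNs and 1.12 in NPCs, the next class. *Gad2*, an enzyme that makes GABA, had its highest mean among named classes in NPCs at 0.0658, since the cells rich in it lay in the unnamed cluster.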

The clusters of the data enabled us to highlight more subtle changes within neurons. This secondary analysis identified 16 different subclusters (Fig. 3B, lower-right) with different possible marker genes (Fig. 3C and Supplementary Table 4). This process allowed us to generate a comprehensive dataset of gene expression profiles for all the experimentally validated cell subclusters from both sham and 2VO injured mice at high resolution. It also permitted us to identify specific markers that distinguish each subcluster regardless of 2VO treatment (Supplementary Table 4).

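Reclustering the 559 neurons at the first resolution that gave at least as many groups as the paper, 1.3, gave 16 subclusters. *Gad2* was highest in subcluster 10 at 23.8 counts per 10000 UMIs, *Cnr1*, the cannabinoid receptor gene, in subcluster 2 at 29.1, and *Nrgn* in subcluster 11 at 66.4. *Reln* was highest in subcluster 8 at 77.0, followed by subcluster 1 at 18.2, and both consisted mostly of Cajal-Retzius neurons. Genes of other cell types led some subclusters, with *C1qc*, *Aldoc* and *Ptgds* in subcluster 7 and *Cldn5* and *Slco1a4*, which mark ECs, near the top of subcluster 9. Subclusters 0, 5, 6, 14 and 15 held 0 cells of 2VO 1. With doublets removed, 17 subclusters were found.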

**Fig. 3:**
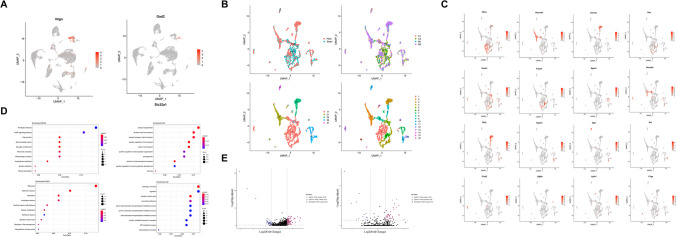
Identification of the neuronal characteristics after 2VO. (**A**) A representative possible marker gene of GLUTNs (left) and a representative possible marker gene of GABANs (right). (**B**) Neuronal clusters (lower-left) were reclustered into 16 subclusters (lower-right) corresponding to either the two different types of animals analyzed (upper-left, sham and 2VO) or the four different batches that were sequenced in neurons (upper-right). (**C**) Representative new marker genes of the 16 subclusters of neurons. (**D**) KEGG and GO dot plots of GABANs (upper) and GABANs (lower). (**E**) DEG analysis of sham and 2VO in glutamatergic (left) and GABAergic neurons (right)

Kyoto Encyclopedia of Genes and Genomes (KEGG) and gene ontology (GO) analyses (Fig. 3D, upper) showed that differentially expressed genes (DEGs) of GLUTNs mainly belonged to the cAMP signaling and synaptic organization pathways, both of which are important in learning and memory [31, 32]. Of note, more than 30% (3/9: *Atp1b1*, *Atp2b1*, and *Atp2b2*) of DEGs in the cAMP signaling pathway belonged to the ATPase plasma membrane Ca^2+^ transporting family. 

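*Atp1b1*, a subunit of the sodium-potassium pump on chromosome 1 of GRCm38 from 164437109 to 164458355 (ENSMUSG00000026576), had 1565, 1601 and 942 CPM in GLUTNs of sham 1, sham 2 and 2VO 1 (log2 fold change −0.75, standard error 0.45, adjusted p = 0.386 from edgeR's quasi-likelihood test). *Atp2b1*, a calcium pump of the plasma membrane, had 1774, 2566 and 1598 CPM (log2 fold change −0.44, adjusted p = 0.641 from edgeR), and *Atp2b2*, another such pump, had 406, 426 and 353 CPM (log2 fold change −0.24, adjusted p = 0.801 from edgeR). The 2VO value lay below both sham values for all 3 genes, and none passed the test. Of 9 plasma membrane cation ATPases, a list picked with the paper's tables in view, 0 were called over all genes and 0 when adjusted over the list alone, with a median log2 fold change of −0.38 (camera adjusted p = 0.523). GLUTNs numbered 99, 138 and 43 cells in these libraries, and Cajal-Retzius neurons were 51.5%, 21.7% and 65.1% of them.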

We found that the expression of *Atp1b1*, *Atp2b1*, and *Atp2b2* decreased after 2VO surgery. 

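*C1qb*, a chain of the complement component C1q on chromosome 4 of GRCm38 from 136880129 to 136886187 (ENSMUSG00000036905), had 37, 19.6 and 88.2 CPM in GLUTNs of sham 1, sham 2 and 2VO 1 (log2 fold change 1.69, standard error 0.54, adjusted p = 0.135 from edgeR's quasi-likelihood test). Its 25 counts in sham 1 lay in 2 cells, the 24 in sham 2 in 5 cells and the 16 in 2VO 1 in 10 cells. It passed the test in GLUTNs with doublets removed (log2 fold change 2.81, adjusted p = 0.0138 from edgeR) and at resolution 2.0 (log2 fold change 2.57, adjusted p = 0.00506 from edgeR). At least 1 *C1qb* UMI was found in 2.02%, 3.62% and 23.3% of GLUTNs, at a median of 5452, 5024 and 2084 UMIs per cell. After thinning to 1000 UMIs per cell, which left out 4, 1 and 1 cells, these shares were 1.05%, 1.46% and 7.14%. OLGs, which should lack *C1qb*, had it in 3.07%, 1.65% and 15.8% of cells at a median of 11482, 7982 and 2280 UMIs, and in 0.196%, 0.0917% and 8.45% after thinning, which left out 0, 0 and 6 cells. Of 13 microglial transcripts, a list picked with the paper's tables in view, 10 were tested in GLUTNs, 0 were called and 3 were higher when adjusted over the list alone, with a median log2 fold change of 1.54 (camera adjusted p = 0.00159, and adjusted p = 0.725 with an estimated correlation). The same list passed upward at the preset correlation in 9 of 11 classes, and 3 of 13 myelin genes were called higher in GLUTNs, 11 when adjusted over the list alone (camera adjusted p = 7.13e-12, and adjusted p = 0.71 with an estimated correlation). With at least 200 genes per cell, chosen after seeing the data, the median of the myelin genes there was −0.10 (camera adjusted p = 0.496).

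**Figure D2:**
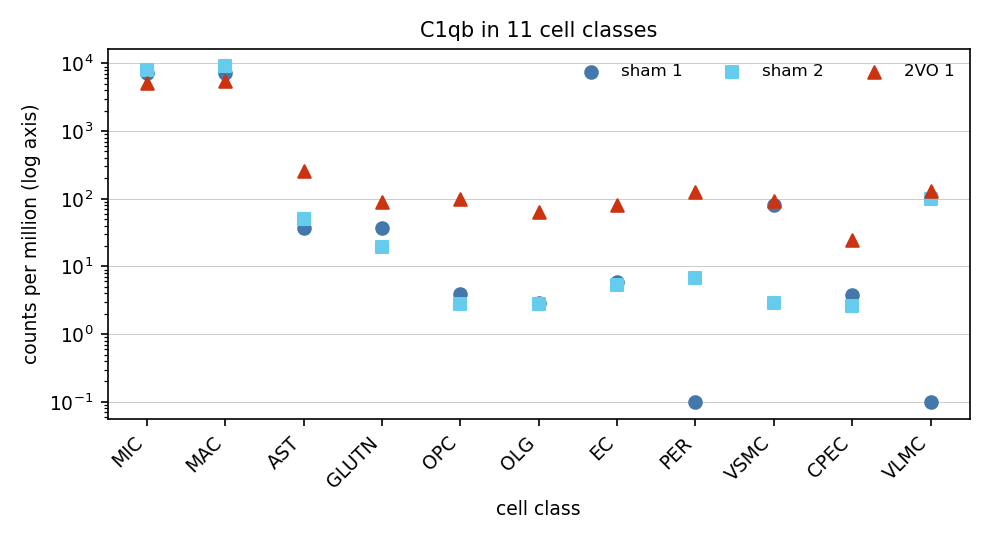
*C1qb* in CPM, TMM-normalized (vertical axis, log scale), in 11 cell classes (horizontal axis), with 1 point for each of the sham 1, sham 2 and 2VO 1 libraries. A count of 0, found in PERs and VLMCs of sham 1, is drawn at 0.1. The 2VO point lies below both sham points in microglia, at 5162, and above both in GLUTNs, at 88.2.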

Interestingly, *C1qb*, which participates in the organization of the synapse and is mainly expressed in microglia, was increased almost fourfold in neurons after 2VO surgery (from 0.345 to 1.359). *C1qb* is one of the complement components and associated with various diseases, such as neuropathic pain [33], brain lesion [34], and sporadic amyotrophic lateral sclerosis [35]. Our results showed that C1qb was upregulated in GLUTNs but not microglia after 2VO surgery, indicating its specific roles in the regulation of learning and memory in neurons.

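In microglia, which make most of the C1q of the brain, *C1qb* had 7328, 7932 and 5162 CPM in sham 1, sham 2 and 2VO 1 (log2 fold change −0.56, standard error 0.23, adjusted p = 0.158 from edgeR's quasi-likelihood test). *C1qa*, another chain of the same protein, had 7847, 8480 and 4674 CPM (log2 fold change −0.80, adjusted p = 0.0674 from edgeR). *C1qb* was detected in 97.2%, 97.5% and 95.6% of microglia. Whether the change in GLUTNs differs from that in microglia was not tested. From the rise in GLUTNs and not in microglia, the paper proposes specific roles of *C1qb* in how neurons regulate learning and memory.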

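At resolution 2.0 GABANs formed a class, and in them 77 of the 78 cytosolic ribosomal protein genes had a fitted log2 fold change below 0, with a median of −1.64. No member was called over all genes or when adjusted over the list alone, while the list as a whole had a camera adjusted p of 3.47e-22, and adjusted p = 0.737 with an estimated correlation. Of 7558 genes tested, 5 were called higher and 0 lower, and 421 had an unadjusted p under 0.05. Among the called genes were *Ptgds*, a prostaglandin synthase abundant in OLGs (log2 fold change 4.55, adjusted p = 0.0423 from edgeR's quasi-likelihood test), and *Trf*, the transferrin gene of myelin-forming cells (log2 fold change 4.22, adjusted p = 0.00165 from edgeR). All 6 myelin genes tested were higher when adjusted over the list alone, and 1 was called over all genes (camera adjusted p = 4.65e-18, and adjusted p = 0.735 with an estimated correlation). The counts come from 39, 39 and 13 cells.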

In GABANs, after characterizing by using KEGG, the results (Fig. 3D, lower-left) showed that the DEGs were mainly involved in the ribosome pathway. 

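Synaptic vesicle genes in GABANs mostly lay above 0, at 15 of 18, with a median log2 fold change of 0.57. *Syn1*, a phosphoprotein that tethers vesicles, had 79.6, 153 and 378 CPM in sham 1, sham 2 and 2VO 1 (log2 fold change 1.71, adjusted p = 0.891 from edgeR's quasi-likelihood test). None of the 18 was called over all genes or when adjusted over the list alone. The list had a camera adjusted p of 0.000507, and adjusted p = 0.735 with an estimated correlation. In GLUTNs the same list had a median of −0.70 with 3 genes lower when adjusted over the list alone (camera adjusted p = 0.000371, and adjusted p = 0.725 with an estimated correlation), and the difference between both classes was not tested.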

After characterizing by using gene ontology, the results (Fig. 3D, lower-right) showed that many DEGs were involved in the learning and memory-related pathways, including the synaptic vesicle cycle, learning and/or memory, and cognition. GABANs control the inhibitory neural circuit in the adult brain, which is responsible for a variety of pathophysiological processes including modulation of cortical and hippocampal neural circuitry and activity, cognitive function–related neural oscillations, and information integration and processing. Abnormalities in GABANs function have been associated with multiple neurodevelopmental and neurodegenerative disorders [36]. It is therefore reasonable to speculate that upregulation of these DEGs may increase the number and density of synapses in GABANs, thereby increasing the transmission of synaptic signals, leading to the memory dysfunction observed in 2VO surgery mice.

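*Lars2* encodes the mitochondrial leucyl-tRNA synthetase on chromosome 9 of GRCm38 from 123366927 to 123462666 (ENSMUSG00000035202). In GLUTNs it had 572, 1683 and 1405 CPM in sham 1, sham 2 and 2VO 1 (log2 fold change 0.31, standard error 0.52, adjusted p = 0.786 from edgeR's quasi-likelihood test), so the 2VO value lay between the sham values. Its log2 fold change was −0.26 without sham 1 and 1.35 without sham 2, and it was −0.20 with Cajal-Retzius neurons left out and −0.81 at resolution 2.0. In GLUTNs 39 genes were called higher and 6 lower of 9808 tested, 1774 had an unadjusted p under 0.05 and DESeq2 called 4. More were lower than higher at resolution 2.0 (81 higher and 166 lower) and with no filter on low counts (163 higher and 206 lower). *Neat1*, a nuclear noncoding RNA that builds paraspeckles, rose (log2 fold change 3.88, adjusted p = 0.00102 from edgeR), and so did *Fosb*, an immediate early transcription factor (log2 fold change 2.81, adjusted p = 0.00308 from edgeR). *Flt1* (5.93, 44.9 and 402 CPM) and *Ly6c1*, which mark ECs, were also higher, at log2 fold changes of 3.84 and 3.03. *Tagln* and *Acta2*, contractile genes of VSMCs, were lower, at −4.15 and −3.29. Without sham 1 and without sham 2 the value was 3.16 and 6.07 for *Flt1*, and 2.66 and 3.82 for *Ly6c1*. DESeq2 called neither *Fosb*, *Flt1*, *Ly6c1*, *Tagln* nor *Acta2*, and the filter of at least 200 genes, chosen after seeing the data, none of these and not *Neat1*. *Fosb* (2.49, standard error 0.89) and *Acta2* (−2.95, standard error 0.90) also missed the call without Cajal-Retzius neurons, where the standard errors were larger than in all GLUTNs (0.42 and 0.64), and *Acta2* turned to 2.36 with doublets removed.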

Among the DEGs of GLUTNs (Fig. 3E, left), *Lars2*, which encodes enzymes catalyzing the aminoacylation of tRNA^Leu^, was the most significantly decreased gene in the 2VO group (Supplementary Table 5). By contrast, *Reln*, which is an extracellular matrix serine protease involved in neuronal migration in the developing brain [37], was identified as the most significantly increased gene after 2VO surgery. Indeed, *Reln* knockout mice show increased susceptibility to ischemic brain injury [38]. 

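*Reln* encodes the secreted glycoprotein reelin and lies on chromosome 5 of GRCm38 from 21884454 to 22344702 (ENSMUSG00000042453). It had 826, 248 and 2215 CPM in GLUTNs of sham 1, sham 2 and 2VO 1 (log2 fold change 2.05, standard error 0.52, adjusted p = 0.0839 from edgeR's quasi-likelihood test), with a log2 fold change of 3.16 without sham 1 and 1.47 without sham 2. It passed with doublets removed (log2 fold change 2.02, adjusted p = 0.00995 from edgeR) and with no filter on low counts (adjusted p = 0.0031 from edgeR). Every *Reln* count of the GLUTNs lay in Cajal-Retzius neurons, as the 48, 108 and 15 other GLUTNs held 0. Within the 51, 30 and 28 Cajal-Retzius neurons *Reln* rose from 2114 and 1884 CPM to 6794 CPM (log2 fold change 1.76, standard error 0.24, adjusted p = 0.00236 from edgeR), while the adjusted p from DESeq2 was 0.0729. Subcluster 8, where *Reln* was highest, held 21.6%, 13.3% and 57.1% of these cells in sham 1, sham 2 and 2VO 1. Of 9 Cajal-Retzius markers, a list picked with the paper's tables in view, 0 were called in GLUTNs and 5 were higher when adjusted over the list alone, with a median log2 fold change of 1.20 (camera adjusted p = 4.99e-05, and adjusted p = 0.725 with an estimated correlation). *Meg3*, a maternally expressed noncoding RNA, also rose in Cajal-Retzius neurons (log2 fold change 1.79, adjusted p = 0.00203 from edgeR), and so did *Fosb* (log2 fold change 2.42, adjusted p = 0.00926 from edgeR, and 3.01 without sham 2). DESeq2 called neither *Meg3* nor *Fosb*. In Cajal-Retzius neurons 30 genes were called higher and 16 lower of 5130 tested. The balance turned with RLE factors (121 higher and 137 lower), with no filter on low counts (69 and 269), with doublets removed (143 and 151), under the mitochondrial limit (161 and 192) and with at least 200 genes, chosen after seeing the data (130 and 183).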

Consistently, our result showed that *Reln* was increased after ischemia. 

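*Cnr1* encodes the cannabinoid receptor CB1 and lies on chromosome 4 of GRCm38 from 33924593 to 33948831 (ENSMUSG00000044288). In GABANs it had 737, 1331 and 6668 CPM in sham 1, sham 2 and 2VO 1 (log2 fold change 2.69, standard error 1.19, adjusted p = 0.784 from edgeR's quasi-likelihood test). *Lars2* had 824, 4472 and 1230 CPM there (log2 fold change −1.10, standard error 1.27, adjusted p = 0.995 from edgeR), with the 2VO value between the sham values. The largest called change by size was that of *Ptgds*, and *Kctd12*, a subunit of GABA-B receptors, also rose (log2 fold change 3.79, adjusted p = 0.0423 from edgeR). With at least 200 genes per cell, a filter chosen after seeing the data, 34 genes were called higher and 8 lower in GABANs.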

We found that *Lars2* was also the most significantly decreased gene in GABANs after 2VO surgery (Fig. 3E, right and Supplementary Table 6), whereas *Cnr1* was the most significantly increased gene.

### Identification of Astrocytic Characteristics After 2VO

An increasing number of studies have begun to focus on the roles of ASTs in ischemia in recent years, but their role in the regulation of ischemia has not yet been detected at the single-cell level. To validate this, we investigated the function of ASTs in the hippocampus after 2VO surgery at the single-cell level. In the 32 clusters, using *Gjb6* as the known marker, we found that ASTs lineage included clusters 16 and 19 (Fig. 4B). 

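ASTs formed 1 cluster of 478 cells, with 210 from sham 1, 229 from sham 2 and 39 from 2VO 1. *Gjb6*, which encodes the gap junction protein connexin 30 on chromosome 14 of GRCm38 from 57123303 to 57133611 (ENSMUSG00000040055), had a mean of 4.44 counts per 10000 UMIs in VLMCs and 3.18 in ASTs, and 0.055 in GLUTNs, the next class. In ASTs it had 333, 302 and 315 CPM in sham 1, sham 2 and 2VO 1, and its log2 fold change of −0.01 (adjusted p = 0.997 from edgeR's quasi-likelihood test) turned to 0.01 in DESeq2 and with RLE factors. Reclustering at resolution 0.1 gave 2 groups of 444 and 34 cells. The smaller was led by the endothelial genes *Flt1* and *Cldn5* and held the myelin gene *Opalin* among its top 10. Both groups held cells of every library, and 3 groups were found with doublets removed.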

We also identified possible marker genes for ASTs (Fig. 4A).

**Fig. 4:**
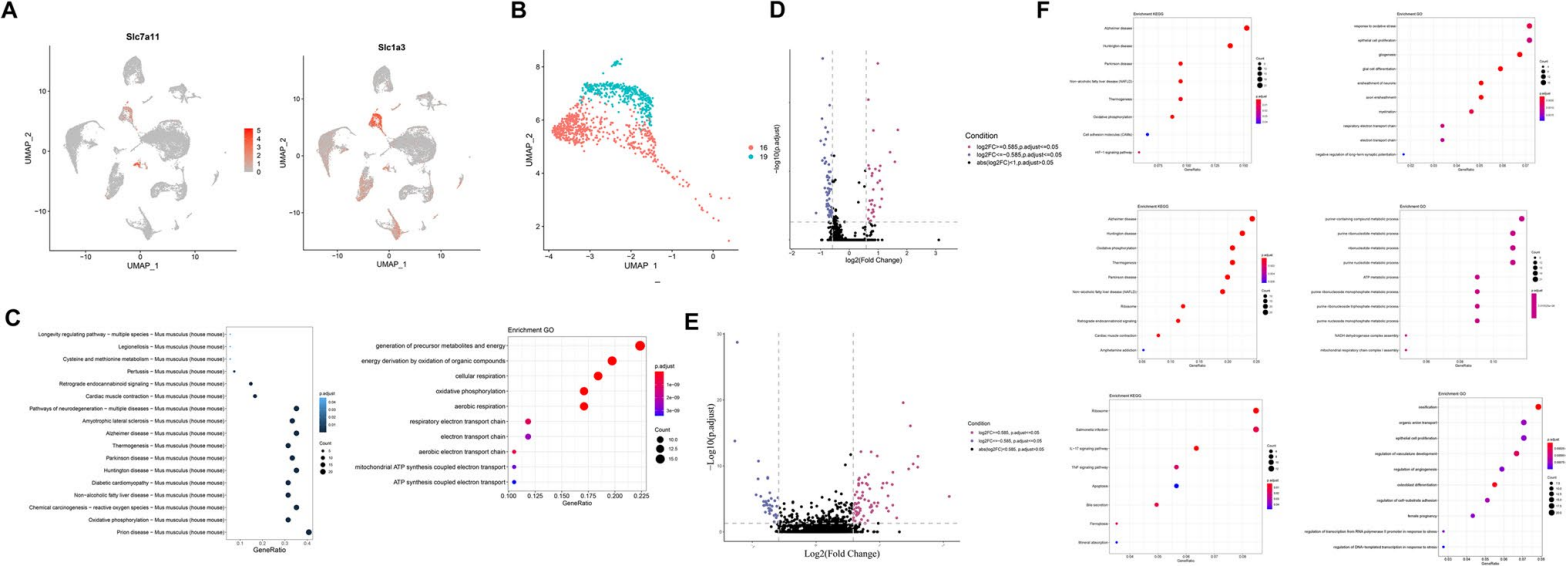
Identification of the astrocytic characteristics after 2VO. (**A**) Two represent possible marker genes of astrocytes. (**B**) UMAP visualization of the two clusters of astrocytes. (**C**) KEGG and GO dot plots of astrocytes. (**D**) DEGs analysis of sham and 2VO astrocytes. (**E**) KEGG and GO dot plots of cluster 16 (upper) and cluster 19 (lower) astrocytes

After characterizing by using KEGG, the results demonstrated that oxidative phosphorylation, degenerative diseases, and the HIF-1 signaling pathway were among the top dysregulated pathways (Fig. 4C, left and Supplementary Table 7). 

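In ASTs 0 of 10575 genes were called by edgeR's quasi-likelihood test, while 1312 had an unadjusted p under 0.05 and DESeq2 called 6. Mitochondrially encoded subunits of the respiratory chain had a median log2 fold change of 0.18 over 13 genes (camera adjusted p = 0.0269, and adjusted p = 0.763 with an estimated correlation), with 0 called over all genes or adjusted over the list alone. Of 11 hypoxia genes tested, targets of the transcription factor HIF-1 such as *Vegfa* and *Slc2a1*, 0 were called, and their median was −0.40 (camera adjusted p = 0.679). Of 10 reactive astrocyte genes 8 were higher when adjusted over the list alone and 0 over all genes, with a median of 2.12 (camera adjusted p = 2.71e-20, and adjusted p = 0.71 with an estimated correlation). The same list passed upward at the preset correlation in 11 of 12 classes, so the rise was not particular to ASTs. *Serpina3n*, a protease inhibitor of reactive astrocytes, had 12.5, 9.75 and 315 CPM (log2 fold change 4.82, adjusted p = 0.0625 from edgeR) and passed in DESeq2, with RLE factors, with no filter on low counts and in 4 other settings. *Neat1* had 132, 165 and 736 CPM (log2 fold change 2.30, adjusted p = 0.288 from edgeR) and passed in DESeq2 and some other settings.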

Most genes in these pathways belong to the cytochrome c oxidase family, including *Cox5a*, *Cox5b*, *Cox6c*, *Cox7c*, and *Cox8a*. 

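The 5 subunits of cytochrome c oxidase all had their lowest value in 2VO 1. *Cox5a*, on chromosome 9 of GRCm38 from 57521274 to 57532426 (ENSMUSG00000000088), had 524, 480 and 204 CPM in ASTs of sham 1, sham 2 and 2VO 1 (log2 fold change −1.30, standard error 0.23, adjusted p = 0.343 from edgeR's quasi-likelihood test). *Cox5b* had 636, 795 and 374 CPM and a log2 fold change of −0.94. *Cox6c* had 1041, 1267 and 539 CPM (-1.10), *Cox7c* had 1287, 1417 and 598 CPM (-1.18) and *Cox8a* had 1986, 2210 and 1222 CPM (-0.78). None was called, and all 5 were called when no filter on low counts was applied. The ASTs of 2VO 1 held 145874 UMIs, against 1283481 and 1540493 in the sham libraries.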

Cytochrome c oxidase is the terminal enzyme of the mitochondrial respiratory chain [39]. Mitochondrial oxidative phosphorylation involves multi-enzyme complexes, including cytochrome c oxidase, which is located in the mitochondrial inner membrane [40]. A considerable part of cerebral ATP is consumed for neuronal electrogenic activity [41]. Regulatory mechanisms operate to ensure an adequate spatial and temporal energy supply by mitochondria, especially in ASTs, which is pivotal for neuronal excitability and survival. ASTs have emerged as active players in brain energy delivery, production, utilization, and storage. In our study, we found that all the cytochrome c oxidase family–related genes were down-regulated after 2VO surgery, indicating the possibility of energy insufficiency in neurons, leading to the impairment of memory. Indeed, after characterizing by using gene ontology, the (Fig. 4C, right) results also showed that many pathways related to energy metabolism were abnormal.

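All 11 nuclear-encoded cytochrome c oxidase subunits tested in ASTs had a log2 fold change below 0, with a median of −0.94. When adjusted over the list alone 10 were lower, and 0 were called over all genes. As a list they had a camera adjusted p of 1.19e-13, and adjusted p = 0.71 with an estimated correlation. Over 12 classes the median of this list was below 0 in 12 and passed at the preset correlation in 9, while mitochondrially encoded subunits had a median above 0 in 11 classes and passed in 10. The 2VO library had the fewest UMIs per cell. In ASTs the share of counts of 58 nuclear-encoded respiratory chain genes changed by −0.68 on the log2 scale. With cells weighted to the same UMIs per cell it changed by −0.29, which is 0.42 of that change. From the lower expression in ASTs, the paper proposes an energy insufficiency in neurons that leads to impaired memory.

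**Figure D3:**
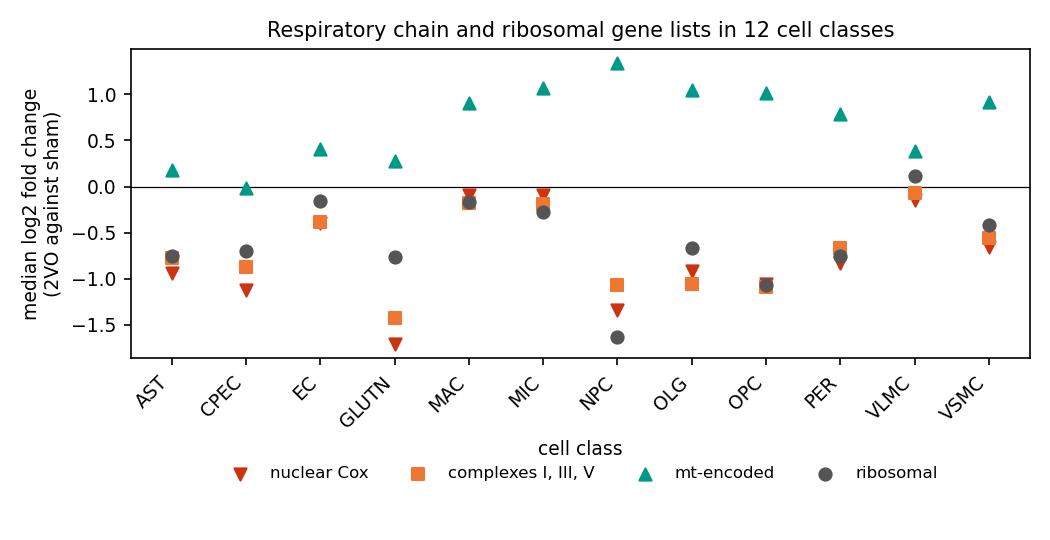
Median log2 fold change of 2VO against sham (vertical axis) of 4 gene lists in 12 cell classes (horizontal axis), with 1 point per list and class. The cytochrome c oxidase medians lie below 0 in all 12 classes, at −0.94 in ASTs, and the medians of mitochondrially encoded subunits lie above 0 in 11.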

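Nuclear-encoded subunits of complexes I, III and V, which pump protons and make ATP, had a median log2 fold change of −0.77 over 47 genes in ASTs. Of these 33 were lower when adjusted over the list alone and 0 over all genes, and 1 lay above 0 (camera adjusted p = 3.48e-25, and adjusted p = 0.71 with an estimated correlation). Cytosolic ribosomal proteins had a median of −0.76 over 78 genes, with 57 lower when adjusted over the list alone and 0 over all genes (camera adjusted p = 5.37e-38, and adjusted p = 0.71 with an estimated correlation). Cholesterol synthesis genes had a median of −0.74 over 18 genes, with 5 lower when adjusted over the list alone and 0 over all genes (camera adjusted p = 1.66e-06, and adjusted p = 0.71 with an estimated correlation).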

Interestingly, we found that several genes including *C1qa*, *C1qb*, and *Hexb*, which were mainly expressed in microglia [42, 43], were upregulated in astrocytes (Fig. 4D). 

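In ASTs *C1qa* had 41.5, 55.7 and 177 CPM in sham 1, sham 2 and 2VO 1 (log2 fold change 1.86) and *C1qb* had 36.8, 50.1 and 256 CPM (log2 fold change 2.55, standard error 0.31, adjusted p = 0.343 from edgeR's quasi-likelihood test). Neither was called, and *C1qb* passed in DESeq2 (adjusted p = 0.0257), with no filter on low counts, with doublets removed and under the mitochondrial limit. Of 13 microglial transcripts 5 were higher when adjusted over the list alone and 0 over all genes, with a median of 1.77 (camera adjusted p = 3.39e-13, and adjusted p = 0.71 with an estimated correlation). This list was picked with the paper's tables in view. A *C1qb* UMI was found in 2.86%, 4.37% and 30.8% of ASTs at a median of 4736, 5757 and 3410 UMIs per cell, and in 0.952%, 2.18% and 17.9% after thinning to 1000 UMIs, with 0 cells left out. In ECs, which should lack it, the shares were 1.94%, 1.43% and 18.6% at 3011, 2634 and 1983 UMIs, and 0.598%, 0.748% and 9.67% after thinning, which left out 29, 9 and 70 cells.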

Consistent with our results, *C1q* mRNA has also been reported to be dramatically upregulated in the brain after global ischemia and focal ischemic insult in rodents [44]. Recent research found that *Hexb* was persistently expressed by microglia and much less by central nervous system–associated macrophages in various disease models.

At last, we determined the differences in the two clusters of ASTs using KEGG and GO pathway analyses (Fig. 4E). The results showed that pathways of cluster 16 were different from cluster 19. Cluster 19 was focused on the metabolic process signaling pathways while cluster 16 was involved in the ensheathment of neurons. Taken together, the critical involvement of ASTs in normal brain function and their response to ischemic lesions designate them as excellent therapeutic targets for improving the functional prognosis after ischemia.

### Identification of the OPC Characteristics After 2VO Surgery

Adult OPCs can be activated and proliferate following certain forms of central nervous system (CNS) damage, such as mechanical injury, excitotoxicity, and viral infection [45]. However, whether all OPCs have the same characteristics or functions are still largely not understood. We therefore investigated the function of OPCs in the hippocampus after 2VO surgery at the single-cell level. First, we identified possible marker genes for OPCs (Fig. 5A), such as *C1ql1*, *Lhfpl3*, and *Vcan*. 

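*C1ql1*, a secreted synaptic organizer on chromosome 11 of GRCm38 from 102939264 to 102946688 (ENSMUSG00000045532), had a mean of 10.7 counts per 10000 UMIs in OPCs and 0.587 in GLUTNs, the next class. *Vcan*, which encodes the proteoglycan versican, had 9.03 in OPCs and 0.465 in NPCs. Between the groups *Vcan* rose in OPCs from 562 and 529 CPM to 1270 CPM (log2 fold change 1.22, standard error 0.31, adjusted p = 0.0146 from edgeR's quasi-likelihood test), and with doublets removed it was at 1.28 with a standard error of 0.37 and was not called. *C1ql1* had 993, 1391 and 637 CPM (log2 fold change −0.90, adjusted p = 0.0872 from edgeR) and *Lhfpl3* had 1123, 1052 and 795 CPM (log2 fold change −0.45, adjusted p = 0.336 from edgeR).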

Next, we detected 2292 OPCs (Fig. 5B and Supplementary Table 1) that we assembled into four clusters, renamed as OPC-1, 2, 3, 4. 

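OPCs numbered 1682 cells, of which 846 came from sham 1, 340 from sham 2 and 496 from 2VO 1. Reclustering gave 4 subclusters at resolution 0.1. Subcluster 0 (1260 cells) was led by *Hes5*, a Notch target of precursor cells, and subcluster 1 (218 cells) held *Enpp6* and *Bmp4*, which are made by committed precursors, among its top genes. Subcluster 2 (153 cells) was led by genes of other cell types, with *Cldn5* and *Slco1a4* of ECs and *Mal* of OLGs. Subcluster 3 (51 cells) was led by *Ube2c*, *Hist1h1b* and *Prc1* of dividing cells. With doublets removed 4 subclusters were found, and none of them consisted of dividing cells.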

Clustering was not driven by experimental batch or individual sample (Fig. 5B).

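Each OPC subcluster held cells of all 3 libraries. Subcluster 0 took 70.9% of the OPCs of sham 1, 83.8% of sham 2 and 75.6% of 2VO 1. Subcluster 1 took 17.5%, 7.35% and 9.07%, and subcluster 2, with endothelial and myelin genes, took 7.45%, 5.59% and 14.3%. The dividing subcluster 3 took 4.14%, 3.24% and 1.01%, or 35, 11 and 5 cells. In the clustering of all cells most OPCs of 2VO 1 and of the sham libraries lay in different clusters, as cluster 13 was mostly 2VO and cluster 6 mostly sham.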

**Fig. 5:**
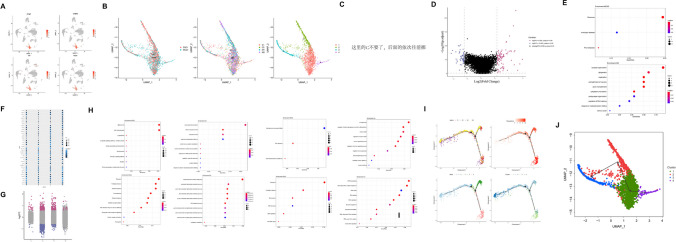
Identification of the OPC characteristics after 2VO. (**A**) Representative possible marker genes of OPCs. (**B**) UMAP visualization of OPCs: the four clusters of OPCs (right) are color-coded corresponding to either (left) the two different types of animals analyzed (sham and 2VO) or (center) the four different batches that were sequenced. (**C**) DEG analysis of sham and 2VO OPCs. (**D**) KEGG and GO dot plots of OPCs. (**E**) Dot plots of OPCs showing the expression level of the ten highest expressed genes per cluster. (**F**) DEG analysis of sham and 2VO OPCs in each cluster. (**G**) The KEGG and GO dot plots of cluster 1 (upper-left), cluster 2 (upper-right), cluster 3 (lower-left), and cluster 4 (lower-right) OPCs. (**H**) Pseudotime trajectory of OPCs, colored by different batches (upper-left), pseudotimes (upper-right), states (lower-left), and clusters (lower-right). (**I**) Slingshot analysis showing the differentiation route within the four OPC subtypes

Intriguingly, the top five upregulated DEGs of OPCs were all mitochondria-related genes (Supplementary Table 9), suggesting that OPCs may be actively dividing. Indeed, OPCs are believed to be multipotential and can differentiate into other cell types including neurons [46–48]. 

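Some mitochondrially encoded genes rose in OPCs. Of 13, 8 were called higher and 9 were higher when adjusted over the list alone, and none was lower, with a median log2 fold change of 1.02 (camera adjusted p = 1.32e-06, and adjusted p = 0.725 with an estimated correlation). *mt-Nd6*, a complex I subunit encoded on the light strand, rose from 19.3 and 24.6 CPM to 110 CPM (log2 fold change 2.35, standard error 0.25, adjusted p = 0.000405 from edgeR's quasi-likelihood test). *mt-Atp8*, a subunit of ATP synthase, rose from 292 and 448 to 1157 CPM (log2 fold change 1.65, standard error 0.33, adjusted p = 0.00667 from edgeR), and with doublets removed it was at 1.56 with a standard error of 0.38 and was not called. Nuclear-encoded subunits went the other way, with 9 of 11 cytochrome c oxidase genes and 44 of 47 genes of complexes I, III and V called lower, 10 and 46 when adjusted over the list alone, at medians of −1.05 and −1.09 (camera adjusted p = 3.39e-05 and 3.59e-15, and adjusted p = 0.725 and 0.71 with an estimated correlation). With doublets removed edgeR called 1 of the 13 mitochondrially encoded genes, higher, and 0 genes of both nuclear-encoded lists, of which 9 and 43 were lower when adjusted over the list alone, at medians of −1.04 and −1.12. Microglial transcripts moved with them, as 12 of 13 were called higher, the same number when adjusted over the list alone, at a median of 4.47 (camera adjusted p = 1.12e-31, and adjusted p = 0.71 with an estimated correlation), among them *C1qb* (3.92, 2.82 and 100 CPM), and this list was picked with the paper's tables in view. In all, 1564 genes were called higher and 2004 lower of 12638 in OPCs. With doublets removed, a setting in which the dividing cells leave the class, 152 were called higher and 10 lower. With at least 200 genes per cell, chosen after seeing the data, edgeR called 3 higher and 0 lower, and 4357 had an unadjusted p under 0.05. From the mitochondria-related genes the paper proposes that OPCs may be actively dividing.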

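Myelin genes moved both ways in OPCs, with 2 of 13 called higher and 2 lower, the same numbers when adjusted over the list alone, and a median log2 fold change of −0.66 (camera adjusted p = 0.31). *Cnp*, on chromosome 11 of GRCm38 from 100574904 to 100591729 (ENSMUSG00000006782), fell from 1968 and 1092 CPM to 507 CPM (log2 fold change −1.59, standard error 0.44, adjusted p = 0.0202 from edgeR's quasi-likelihood test), and with doublets removed it was at −2.03 with a standard error of 0.69 and was not called. Of 18 cholesterol synthesis genes, which supply myelin lipids, 11 were called lower and 14 when adjusted over the list alone, and 0 higher, at a median of −1.37 (camera adjusted p = 1.99e-06, and adjusted p = 0.725 with an estimated correlation). *Fdps*, which makes farnesyl pyrophosphate, fell by 2.30 on the log2 scale (standard error 0.43, adjusted p = 0.00585 from edgeR), by 1.61 without sham 1 and by 2.78 without sham 2. It was not called in DESeq2 (−2.31, standard error 0.95) or with doublets removed (−2.52, standard error 0.65). In that setting 0 of the cholesterol synthesis genes were called by edgeR and 9 were lower when adjusted over the list alone, at a median of −1.58. With doublets removed the myelin list had a camera adjusted p of 0.0104, and adjusted p = 0.787 with an estimated correlation. The OPCs of that setting held a subcluster of 102 cells led by *Mobp* and *Mag*, with 90, 6 and 6 cells in sham 1, sham 2 and 2VO 1.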

In support of this theory, KEGG and GO analyses were performed and the results showed that many genes were involved in myelination, the ensheathment of neurons, and gliogenesis (Fig. 5D and Supplementary Table 10). To further verify the functional differences of the four subclusters, we analyzed the DEGs of each cluster. The top ten expression genes of the four clusters are shown in Fig. 5E and the associated DEGs visualized in Fig. 5F. 

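Of the 4 OPC subclusters, 3 had at least 10 cells in every library and could be tested. In subcluster 0, led by *Hes5*, edgeR's quasi-likelihood test called 1203 genes higher and 1981 lower of 11785. Subcluster 1, with *Enpp6* and *Bmp4*, had 316 higher and 290 lower of 6172, and subcluster 2, with endothelial and myelin genes, had 182 higher and 171 lower of 7952. DESeq2 called 818, 19 and 58 genes in the same order. Subcluster 3, the dividing cells, had 5 cells in 2VO 1 and was not tested. The number of genes tested and the cells behind it differ between subclusters, and these tests were added after the results of the whole class had been seen.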

Most of the DEGs were present in cluster 2 and cluster 3. To validate whether DEGs of each cluster were enriched in different pathways, KEGG and GO analyses were employed to cluster them into distinct regulated pathways (Fig. 5G). OPC-1 was mainly enriched in the developmental maturation pathway, OPC-2 in neuron-related pathways such as axonogenesis and neuronal death pathways, OPC-3 in energy-related pathways, such as oxidative phosphorylation and ATP metabolic process pathways, and OPC-4 in cell proliferation–related pathways, such as DNA replication, RNA splicing, ribosome biogenesis, and RNA processing pathways. Together, all the data suggest that OPCs are very heterogeneous and that different subgroups of OPCs participate in various regulatory pathways, which might play diverse functions in ischemia. 

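In OPC subcluster 0, 10 of 11 cytochrome c oxidase genes were called lower and 9 of 13 mitochondrially encoded genes higher, along with 12 of 12 microglial transcripts and 11 of 13 myelin genes. In subcluster 1, 13 of 13 mitochondrially encoded genes were called higher, at a median log2 fold change of 1.57, and 10 of 17 cholesterol synthesis genes lower. In subcluster 2, 7 of 17 cholesterol synthesis genes and 2 of 13 myelin genes were called lower, and 6 of 7 microglial transcripts higher. Calls were made with edgeR's quasi-likelihood test in each subcluster, and differences between subclusters were not tested. In subcluster 0 DESeq2 called 8 cytochrome c oxidase genes, 9 mitochondrially encoded genes, 9 microglial transcripts and 5 myelin genes. In subcluster 1 it called 8 mitochondrially encoded and 0 cholesterol synthesis genes. In subcluster 2 it called 1 cholesterol synthesis gene, 2 myelin genes and 3 microglial transcripts. Cell cycle genes led subcluster 3, where their mean was 6.49 counts per 10000 UMIs, against 0.252, 0.105 and 0.157 in subclusters 0, 1 and 2.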

Given that the four clusters belong to the OPCs lineage, we then wanted to know the pseudotime trajectory inside the OPCs with Monocle. The pseudotime trajectory results are shown in Fig. 5H. To further investigate cell trajectories during OPC development, we utilized Slingshot [49], a statistical framework for inferring branching lineage assignments and developmental distances. The results showed that the developmental trajectory of OPCs was from OPC-4 to OPC-1, then to OPC-2 and finally to OPC-3 (Fig. 5I). 

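The order of OPC subclusters was measured here as diffusion distance from the dividing subcluster 3, since Monocle and Slingshot were not run. Subcluster 0, led by *Hes5*, lay nearest with a median distance of 0.419, followed by subcluster 2 at 0.483 and subcluster 1, with *Enpp6* and *Bmp4*, at 0.565. The distance of subcluster 2, which carries endothelial and myelin genes, depended on the library, at 0.791 in sham 1, 0.479 in sham 2 and 0.466 in 2VO 1, while those of subcluster 0 were 0.417, 0.420 and 0.427. The root was set to subcluster 3 from the paper's order, so the distances cannot show where a lineage starts.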

The analysis also revealed that OPC-4 is most likely to be the multipotentiality cluster. For instance, *Pclaf* in OPC-4 may act as a regulator of DNA repair during DNA replication as it has been demonstrated to be crucial for cell proliferation [50, 51]. 

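*Pclaf*, a partner of the replication clamp PCNA on chromosome 9 of GRCm38 from 65890237 to 65903266 (ENSMUSG00000040204), had a mean of 9.39 counts per 10000 UMIs in the dividing OPC subcluster and at most 0.2 in the other subclusters. Over all OPCs it fell from 87.7 and 60.1 CPM to 13 CPM (log2 fold change −2.52, standard error 0.35, adjusted p = 0.00218 from edgeR's quasi-likelihood test). *Ube2c*, which ubiquitinates cyclins at the end of mitosis, fell from 87.4 and 63.7 to 9.6 CPM (log2 fold change −2.99, adjusted p = 0.000774 from edgeR). With doublets removed, which takes the dividing cells out of the class, *Pclaf* was at −0.66 and was not called.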

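All 19 cell cycle genes of the list led the dividing OPC subcluster over the other 3. Between the groups 15 of 19 were called lower in OPCs and 16 when adjusted over the list alone, and 0 were higher, with a median log2 fold change of −1.42 (camera adjusted p = 2.98e-10, and adjusted p = 0.71 with an estimated correlation). With doublets removed the camera adjusted p was 0.487. The dividing subcluster held 46 sham cells and 5 of 2VO 1, and its share in 2VO 1 can be set by the gene filter and depth. Phases were not assigned to single cells.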

Notably, we found that cell-cycle gene signatures appeared in OPC-4 but not in the other three subclusters (Supplementary Table 11). Moreover, our UMAP clustering analysis showed the OPC-4 co-expressed 89.29% (100/112) of its high expression genes with cluster 30, namely NPCs. 

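Of 872 genes that led the dividing OPC subcluster, 189 also led NPCs, which is 21.7%. Among 6590 genes detected in both groups, 433 led the OPC subcluster and 1185 led NPCs, and 77.9 shared genes are what independent lists of these sizes would give, against 189 found. Of the 19 cell cycle genes that led the OPC subcluster, 1 led NPCs, whose own top genes were *Igfbpl1*, *Neurod1* and *Sox11* of young neurons. A gene led a group when at least 10% of its cells held it and its mean was 2 times that of the other groups.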

Taken together, our single-cell sequencing analysis suggest that OPCs, specifically OPC-4, may be multipotential cells and can differentiate into different types of cells in both the healthy and disease conditions in the hippocampus of adult mice.

### Identification of the EC Characteristics After 2VO

Vascular ECs are important in ischemia recovery [52]. Here, six clusters (cluster 2 (C2), C3, C7, C12, C20, and C29) with high *Cldn5* expression were identified as ECs (Fig. 6C). 

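*Cldn5*, which encodes the tight junction protein claudin-5 on chromosome 16 of GRCm38 from 18776847 to 18778262 (ENSMUSG00000041378), had a mean of 54.4 counts per 10000 UMIs in ECs and 9.10 in PERs, the next class. ECs comprised 6 clusters with 3843 cells, of which 1033 came from sham 1, 1613 from sham 2 and 1197 from 2VO 1. The 2VO share was 14.9% in cluster 2, led by *Hmcn1*, and 60.4% in cluster 19, led by *Lcn2*, *Lrg1* and *Ackr1*. Cluster 1, with 42.3% 2VO cells, was led by the haemoglobin gene *Hbb-bs*, and cluster 5 by *Klf2* and the stress genes *Hspb1* and *Hspa1a*.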

We also identified potential markers for ECs, such as *Flt1*, *Ly6c1*, and *Slco1a4* (Fig. 6A). 

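*Flt1*, the VEGF receptor 1 gene, had a mean of 43.5 counts per 10000 UMIs in ECs, *Ly6c1*, a surface antigen of capillaries, had 29.9, and *Slco1a4*, a transporter of the blood-brain barrier, had 27.9. PERs came second for all 3, at 6.94, 5.14 and 3.08, followed by microglia at 3.92, 2.15 and 2.81. In microglia *Flt1* rose from 90.7 and 110 CPM in the sham libraries to 718 CPM in 2VO 1 (log2 fold change 2.84, adjusted p = 0.00222 from edgeR's quasi-likelihood test), and *Slco1a4* from 57.9 and 73 to 511 CPM (log2 fold change 2.97, adjusted p = 0.00222 from edgeR).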

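In ECs *Lars2* had 924, 3612 and 1977 CPM in sham 1, sham 2 and 2VO 1 (log2 fold change −0.20, standard error 0.61, adjusted p = 0.883 from edgeR's quasi-likelihood test), so that the sham libraries differed more from each other than from 2VO 1. The log2 fold change was −0.85 without sham 1 and 1.11 without sham 2. Of 12139 genes tested in ECs, 262 were called higher and 61 lower, 2572 had an unadjusted p under 0.05 and DESeq2 called 92. *Car4*, a membrane-bound carbonic anhydrase of capillaries, fell from 767 and 868 CPM to 276 CPM (log2 fold change −1.57, adjusted p = 0.0107 from edgeR).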

Similar to the DEGs we found in GLUTNs (Fig. 3E, left), *Lars2* was also one of the most significantly decreased genes in ECs after 2VO surgery. 

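*Ttr* encodes transthyretin, which CPECs secrete in large amounts. In ECs it had 1692, 1452 and 2741 CPM in sham 1, sham 2 and 2VO 1 (log2 fold change 0.80, standard error 0.20, adjusted p = 0.0772 from edgeR's quasi-likelihood test), and it was called with no filter on low counts and under the mitochondrial limit. Of 11 abundant transcripts of other cell types, a list picked with the paper's tables in view that includes *Ttr*, 3 were called higher in ECs, and 5 were higher and 1 lower when adjusted over the list alone (median 0.60, camera adjusted p = 3.24e-06, and adjusted p = 0.71 with an estimated correlation).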

The most upregulated DEG in ECs was *Ttr* (Supplementary Table 12). In addition, we found that *plp1*, a major component of mammalian CNS myelin with possible functions in myelin stability and maintenance, was sharply increased in ECs after ischemia (Supplementary Table 12).

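Of 13 myelin genes 3 were called higher in ECs by edgeR's quasi-likelihood test and 12 were higher when adjusted over the list alone, with a median of 1.92 (camera adjusted p = 2.10e-10, and adjusted p = 0.71 with an estimated correlation). Microglial transcripts moved with them, as 12 of 13 were called higher, 13 when adjusted over the list alone, at a median of 3.17 (camera adjusted p = 4.16e-43, and adjusted p = 0.71 with an estimated correlation), a list picked with the paper's tables in view. *C1qb* among them rose from 5.95 and 5.38 to 81.8 CPM (adjusted p = 0.000151 from edgeR).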

**Fig. 6:**
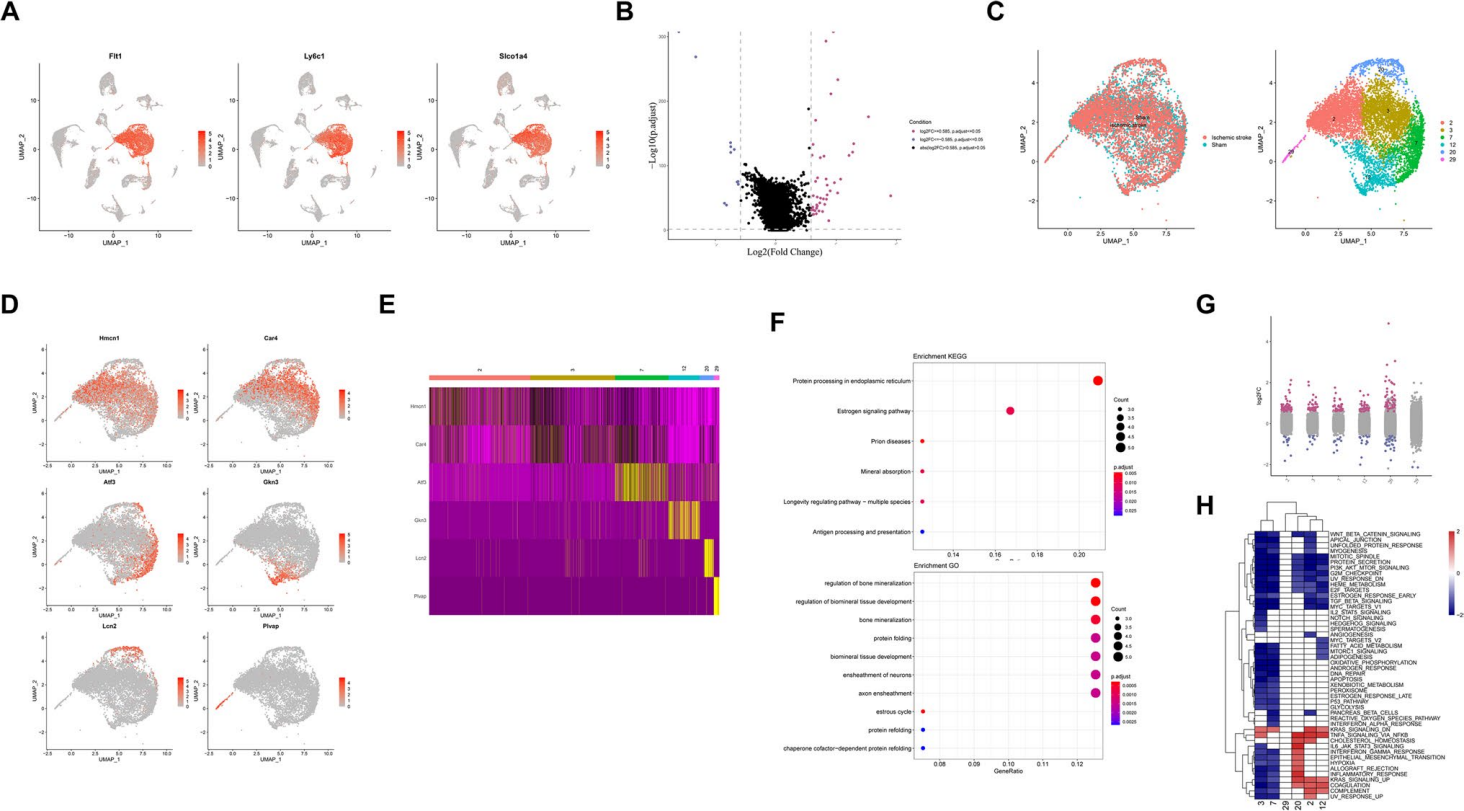
Identification of the EC characteristics after 2VO. (**A**) Representative possible marker genes of ECs. (**B**) DEG analysis of sham and 2VO ECs. (**C**) UMAP visualization of ECs: the six clusters of ECs (right) are color-coded corresponding to the two different types of animals analyzed (left, sham and 2VO). (**D**) Representative possible marker genes of the six clusters of ECs (*Hmcn1* enriched in cluster 2, *Car4* in cluster 3, *Atf3* in cluster 7, *Gkn3* in cluster 12, *Lcn2* in cluster 20, and *Plvap* in cluster 29). (**E**) Heatmap of ECs showing the expression levels of representative possible marker genes in each cluster. (**F**) KEGG and GO dot plots of ECs. (**G**) DEG analysis of sham and 2VO in each E cluster. (**H**) GSEA analysis based on hierarchical clustering pathways in the six EC subtypes

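Heat shock proteins and chaperones, which fold proteins in the cytosol and the endoplasmic reticulum, were above 0 for 13 of 16 genes in ECs, with a median log2 fold change of 0.30. None was called over all genes, 5 were higher when adjusted over the list alone, and the list had a camera adjusted p of 0.00598, and adjusted p = 0.788 with an estimated correlation. It was picked with the paper's tables in view. *Dnajb1*, a partner of HSP70, had 194, 117 and 354 CPM in sham 1, sham 2 and 2VO 1 (log2 fold change 1.19, adjusted p = 0.0607 from edgeR's quasi-likelihood test). With doublets removed *Dnajb1* was called (log2 fold change 1.42, adjusted p = 0.00289 from edgeR). The list also passed in VLMCs (camera adjusted p = 0.0279, and adjusted p = 0.763 with an estimated correlation), and its median was −0.31 in microglia.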

After characterizing by using KEGG and gene ontology, the results showed that DEGs were mainly enriched in the protein processing pathway of the endoplasmic reticulum (Fig. 6F). To further clarify the functions of different subtypes of ECs, we analyzed the six subclusters of ECs to identify potential markers. Results indicated that *Hmcn1* was enriched in C2, *Car4* in C3, *Atf3* in C7, *Gkn3* in C12, *Lcn2* in C20, and *Plvap* in C29 (Fig. 6D and E). 

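Reclustering ECs at resolution 0.3 gave 7 subclusters. *Hmcn1*, an extracellular matrix gene, was highest in subcluster 0 at 10.8 counts per 10000 UMIs, and so was *Car4* at 8.19. *Atf3*, a stress-induced transcription factor, was highest in subcluster 1 at 16.7, *Gkn3*, a gene of arterial ECs, in subcluster 2 at 10.0, *Lcn2*, which encodes the iron-binding protein lipocalin-2, in subcluster 3 at 77.3, and *Plvap*, a gene of fenestrated vessels, in subcluster 5 at 34.2. Subcluster 4, with 5, 0 and 90 cells, was led by the myelin gene *Mag*, and subcluster 6, with 15 cells, by *Trpm3* and *Kl* of CPECs. Over all ECs the log2 fold change was −0.82 for *Hmcn1* (adjusted p = 0.0662 from edgeR's quasi-likelihood test), 0.97 for *Gkn3*, −0.82 for *Plvap* and −0.50 for *Atf3*, and none of these 4 was called. With doublets removed *Hmcn1* (−1.10, adjusted p = 0.00643 from edgeR) and *Gkn3* (1.29, adjusted p = 0.0117 from edgeR) were called. *Hmcn1* was also called under the mitochondrial limit and at resolution 2.0. With no filter on low counts *Hmcn1*, *Gkn3* and *Plvap* were called. Without sham 1 and without sham 2 the value was −1.05 and 0.48 for *Atf3*, and −0.08 and −1.31 for *Plvap*.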

*Lcn2* has been previously used as one subcluster of brain vascular EC marker [53, 54] while other markers were proposed for the first time to identify different cell subsets of ECs. We next determined EC-specific DEGs (Fig. 6G), and conducted GSEA analysis for the six EC clusters (Fig. 6H). 

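Of the 7 EC subclusters, 4 had at least 10 cells in every library and were tested with edgeR's quasi-likelihood test. Subcluster 0, where *Hmcn1* and *Car4* were highest, had 196 genes called higher and 53 lower of 10731, and DESeq2 called 29. Subcluster 1, led by *Atf3* and *Fos*, had 69 higher and 18 lower of 8524 (6 in DESeq2), and subcluster 2, with *Gkn3*, had 92 higher and 29 lower of 7916 (5 in DESeq2). In subcluster 5, led by *Plvap*, 0 of 1464 genes were called, 80 had an unadjusted p under 0.05 and DESeq2 called 0. It had 21, 15 and 19 cells. Subcluster 3, led by *Lcn2*, had 6 and 12 sham cells and 97 of 2VO 1, and it was not tested, as sham 1 had fewer than 10. Cluster 19 of all cells, which holds most of it, had 30, 58 and 134 cells, with 69 genes called higher and 11 lower of 5192 (8 in DESeq2). With doublets removed, the subcluster led by *Lcn2* had 18, 32 and 134 cells, with 52 higher and 7 lower of 4674 (4 in DESeq2). These tests were added after the results of the whole class had been seen.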

No DEGs were found in C29, suggesting that it is the most stable cluster of ECs while C20 accounted for the greatest number of DEGs. We found that 45.8% of DEGs in C3 and C7 were identical (22/48 and Supplementary Table 13), and most of the pathways in the GSEA analysis similar, suggesting they are closely related in cell lineage. Additionally, 40.0% of DEGs in C2 and C12 were identical (20/50 and Table 14); similarly, most of the pathways in the GSEA analysis were the same in C2 and C12, indicating that the two clusters are closely related in cell lineage. C20 was unique and possessed the most DEGs of all six EC clusters; therefore, we focused on EC20. 

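Genes of inflamed endothelium rose in ECs. Of 11 endothelial activation genes tested, 10 were called higher, the same number when adjusted over the list alone, and 0 lower, with a median log2 fold change of 3.24 (camera adjusted p = 7.13e-77, and adjusted p = 0.71 with an estimated correlation). This list was picked with the paper's tables in view. *Lcn2*, on chromosome 2 of GRCm38 from 32384633 to 32388252 (ENSMUSG00000026822), rose from 3.47 and 11.3 CPM to 1803 CPM (log2 fold change 7.87, standard error 0.46, adjusted p = 0.000151 from edgeR's quasi-likelihood test). *Sele*, the adhesion molecule E-selectin, rose from 0.744 and 0.173 to 84.7 CPM (log2 fold change 7.59), *Ackr1*, a chemokine receptor of venules, from 3.47 and 2.08 to 184 CPM (6.09), and *Lrg1*, which modifies TGF-beta signaling, from 9.92 and 7.64 to 351 CPM (5.34). *Ptgs2*, the inducible cyclooxygenase, rose from 8.43 and 12.8 to 170 CPM (3.96). *C4b*, a complement gene, rose from 0.248 and 1.04 to 70.2 CPM (6.57). Without sham 1 and without sham 2 the value was 7.33 and 9.02 for *Lcn2*, 8.74 and 6.78 for *Sele*, and 6.05 and 7.97 for *C4b*. EC cluster 19, led by several of these genes, had 222 cells, and its size is not compared because these genes differ between the groups.

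**Figure D4:**
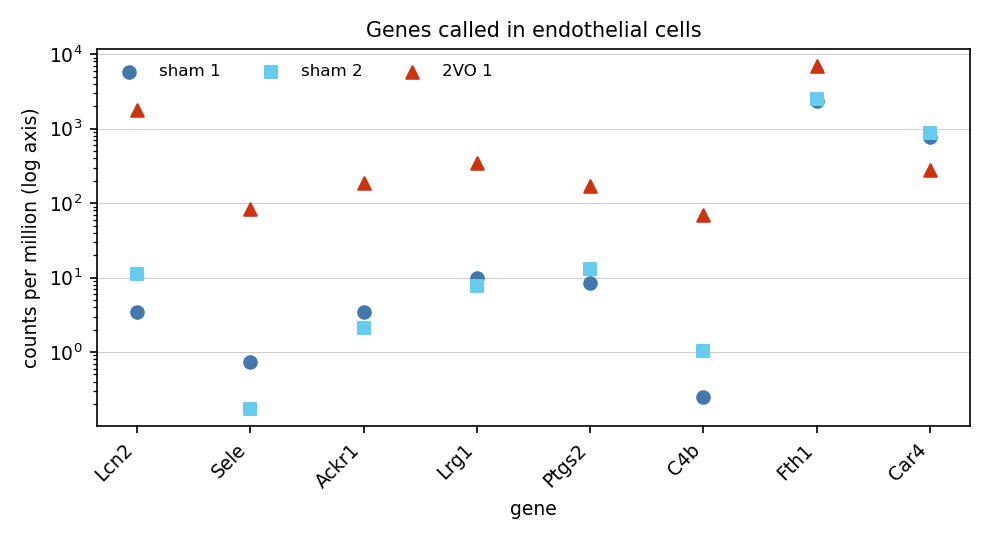
CPM, TMM-normalized (vertical axis, log scale), of 8 genes in ECs (horizontal axis), with 1 point for each of the sham 1, sham 2 and 2VO 1 libraries. For *Lcn2* the sham points are at 3.47 and 11.3 and the 2VO point at 1803, and for *Car4* the 2VO point lies below both sham points.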

As shown in Fig. 6H, enriched pathways in EC20 included the TNFα, cholesterol hemostasis, IL6-JAK-STAT3, IFN gamma, hypoxia, and inflammatory response, implying the cluster’s immune cell tendency. Indeed, after characterizing by using KEGG and gene ontology, the results showed that DEGs of cluster 20 were mainly enriched in antigen processing and presentation, IL-17 signaling and TNF signaling pathways (Supplementary Table 15).

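Antigen-presentation genes, which encode MHC molecules and their peptide loading, had a median log2 fold change of 0.34 over 9 genes in ECs (camera adjusted p = 0.103). One gene was called, *H2-Q7*, a class I molecule, which rose from 5.46 and 15.6 CPM to 46.8 CPM (log2 fold change 2.09, adjusted p = 0.047 from edgeR's quasi-likelihood test), and 1 was higher when adjusted over the list alone. Its value was 1.60 without sham 1 and 3.11 without sham 2, and DESeq2 did not call it (2.14, adjusted p = 0.0937). With doublets removed the list passed (camera adjusted p = 0.00379, and adjusted p = 0.74 with an estimated correlation). *H2-K1*, another class I molecule, had 413, 546 and 640 CPM in sham 1, sham 2 and 2VO 1 (log2 fold change 0.42, adjusted p = 0.309 from edgeR). These values are over all ECs. In cluster 19, led by *Lcn2*, *H2-Q7* was again the 1 called gene of 7, with 1 higher and 1 lower when adjusted over the list alone, at a median of 0.21, and DESeq2 called 0. In the subcluster led by *Lcn2* with doublets removed edgeR and DESeq2 called 0 of 6, and 2 had an unadjusted p under 0.05. From the pathways enriched in its own cluster of this kind, the paper proposes an immune cell tendency.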

### Identification of the Immune Cell Characteristics After 2VO

We then investigated the characteristics of immune cells in the hippocampus after 2VO injury. 

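Microglia and macrophages numbered 891 cells, with 234 from sham 1, 227 from sham 2 and 430 from 2VO 1. *C1qa*, on chromosome 4 of GRCm38 from 136895917 to 136898803 (ENSMUSG00000036887), had a mean of 62.9 counts per 10000 UMIs in microglia and 57.0 in macrophages. *Lyz2*, the lysozyme gene of myeloid cells, had 51.8 in macrophages and 4.16 in microglia. In macrophages *Lyz2* had 6809, 8779 and 3823 CPM in sham 1, sham 2 and 2VO 1 (log2 fold change −1.03, adjusted p = 0.455 from edgeR's quasi-likelihood test). The cells lay in 3 clusters, a pair of microglia and 1 of macrophages, and 50.6% of the macrophages came from 2VO 1.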

In total, 2513 immune cells (including microglia and macrophage with possible marker genes such as *C1qa* for microglia and *Lyz2* for macrophages, Fig. 7A and Supplementary Table 16) were assembled into three clusters (Fig. 7B, lower-left). Further analysis identified ten different subclusters (Fig. 7B, lower-right) with different possible marker genes (Fig. 7C and Supplementary Table 17): *C1qa* was enriched in cluster 1, *Tgfrb1* in cluster 2, *Atox1* in cluster 3, *Hexb* in cluster 4, *Gadd45b* in cluster 5, *Mrc1* in cluster 6, *CD74* in cluster 7, *Nrxn1* in cluster 8, *Atp1a2* in cluster 9, and *Igfbp2* in cluster 10. 

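Reclustering at resolution 0.8 gave 10 subclusters. *C1qa* was highest in subcluster 7 at 84.6 counts per 10000 UMIs, with 83.1 in the next. *Tgfbr1*, a TGF-beta receptor, was highest in subcluster 1 at 16.1. *Atox1*, a copper chaperone, was highest in subcluster 7 at 6.29 and *Gadd45b*, a stress-response gene, in subcluster 2 at 7.48. The macrophage genes *Mrc1*, the mannose receptor, and *Cd74*, the MHC class II invariant chain, were both highest in subcluster 5 at 22.6 and 50.4. *Igfbp2* was highest in subcluster 4 at 0.90, and subcluster 8 was led by *Ptprz1* and *Pdgfra* of OPCs. Subcluster 3 (7, 10 and 104 cells) was led by *Cxcl12* and *Ptprb* and held *Cldn5* among its top genes, subcluster 6 (10, 2 and 58 cells) was led by the myelin gene *Mal*, and subcluster 9 (0, 3 and 6 cells) was led by the T cell receptor gene *Trbc2*.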

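Some interferon-response genes were higher and some homeostatic genes lower in microglia of the 2VO mouse. Of 12 homeostatic microglia genes 7 were called lower and 12 were lower when adjusted over the list alone, with a median log2 fold change of −1.10 (camera adjusted p = 7.40e-06, and adjusted p = 0.71 with an estimated correlation). *P2ry12*, a receptor by which microglia sense nucleotides, fell from 1916 and 2314 CPM to 539 CPM (log2 fold change −1.97, standard error 0.26, adjusted p = 0.00574 from edgeR's quasi-likelihood test). *Gpr34* fell from 1839 and 1757 to 485 CPM and *Cx3cr1*, the fractalkine receptor, from 3262 and 3352 to 1471 CPM (log2 fold change −1.17, standard error 0.23). At resolution 2.0 3 of the 12 genes were called, at a median of −1.09, and *Cx3cr1* was not (−1.17, standard error 0.31, adjusted p = 0.0708 from edgeR). Of 12 interferon-response genes 6 were called higher and 12 were higher when adjusted over the list alone, with a median of 2.25 (camera adjusted p = 1.05e-10, and adjusted p = 0.71 with an estimated correlation). *Ifi27l2a* rose from 50.2 and 54.7 to 456 CPM (log2 fold change 3.12) and *Ifitm3*, which restricts virus entry, from 74.3 and 52.3 to 370 CPM (log2 fold change 2.54). Antigen-presentation genes moved both ways, with 1 of 12 called higher and 4 lower, 5 and 4 when adjusted over the list alone (camera adjusted p = 0.169), among them *Cd74*, which fell from 189 and 337 to 51.8 CPM (log2 fold change −2.34, standard error 0.40). *Cd74* was at −1.03 (standard error 0.33) with doublets removed. It was not called at resolution 2.0 (−0.93, standard error 0.42, adjusted p = 0.214 from edgeR), where 1 of 10 of these genes was called higher and 0 lower, or with at least 200 genes, chosen after seeing the data (−0.84, standard error 0.38, adjusted p = 0.184 from edgeR). The endothelial genes *Flt1* and *Slco1a4* rose with the interferon-response genes. *C1qa* and *C1qb* lay below 0 with the homeostatic genes, at smaller log2 fold changes of −0.80 and −0.56, and neither was called. Immune subclusters 3 and 6, with endothelial and myelin genes, held 104 and 58 cells of 2VO 1. Whether RNA of other cells shifts these values was not tested, so it cannot be told apart from a change in the microglia. Of 9782 genes 475 were called higher and 279 lower, and DESeq2 called 18, with *P2ry12*, *Gpr34*, *Cx3cr1*, *Ifitm3* and *Cd74* not among them. Most sham microglia and most 2VO microglia lay in different clusters.

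**Figure D5:**
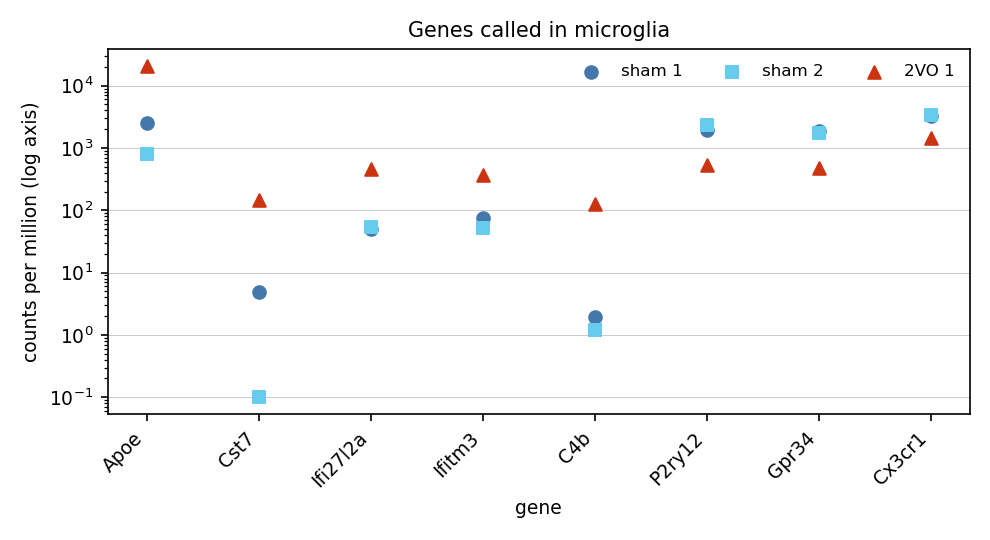
CPM, TMM-normalized (vertical axis, log scale), of 8 genes in microglia (horizontal axis), with 1 point for each of the sham 1, sham 2 and 2VO 1 libraries. A count of 0, that of *Cst7* in sham 2, is drawn at 0.1. The 2VO point lies above both sham points for *Ifi27l2a*, at 456, and below both for *P2ry12*, at 539.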

After characterizing by using KEGG and gene ontology, the results showed that the DEGs of the immune cells were mainly enriched in the immune-related pathways including T cell activation, phagosome, and NF-kappa B signaling (Fig. 7D). *Apoe* is the most significantly increased DEG in microglia after 2VO surgery (Fig. 7E, upper).

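*Apoe*, which encodes the lipid carrier apolipoprotein E and lies on chromosome 7 of GRCm38 from 19696109 to 19699188 (ENSMUSG00000002985), rose in microglia from 2480 and 806 CPM to 20815 CPM (log2 fold change 3.66, standard error 0.51, adjusted p = 0.00673 from edgeR's quasi-likelihood test), with a log2 fold change of 4.71 without sham 1 and 3.07 without sham 2. Of 21 disease-associated microglia genes, a program of lipid handling and phagocytosis, 5 were called higher, 7 when adjusted over the list alone, and 0 lower, with a median of 0.57 (camera adjusted p = 0.00026, and adjusted p = 0.71 with an estimated correlation). *Cst7*, a cathepsin inhibitor, had 4.82, 0 and 144 CPM (log2 fold change 5.69, adjusted p = 0.00294 from edgeR, 4.87 without sham 2, and not called by DESeq2). *Gpnmb*, a glycoprotein of lipid-laden macrophages, had 0 counts in both sham libraries and 63.7 CPM in 2VO 1, at least 39.5 times a floor of 3 counts over both (adjusted p = 0.00394 from edgeR). *C4b* rose from 1.93 and 1.22 to 124 CPM, a ratio of 77.1 with a 95% counting interval of 25.8 to 379, as the sham libraries held 2 and 1 counts (adjusted p = 0.00222 from edgeR). Of 18 immediate early genes 10 were called lower and 1 higher, 14 and 1 when adjusted over the list alone, with a median of −1.26 (camera adjusted p = 0.000165, and adjusted p = 0.725 with an estimated correlation), a list picked with the paper's tables in view. *Jun* and *Klf2* among them fell by 2.02 and 1.96 on the log2 scale, and DESeq2 called neither.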

**Fig. 7:**
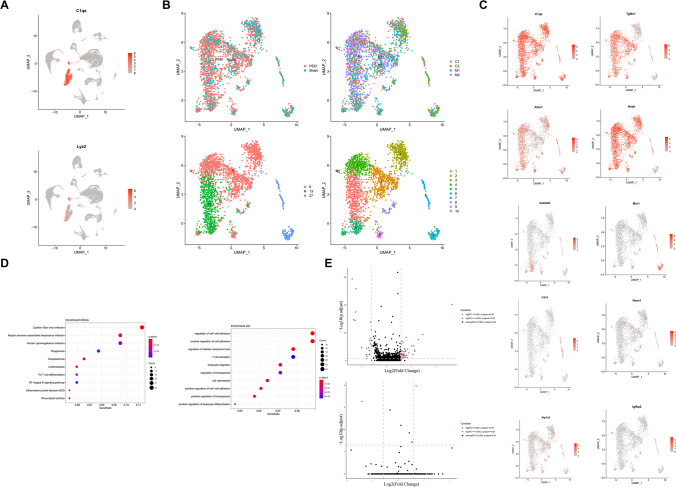
Identification of immune cell characteristics after 2VO. (**A**) Representative possible marker genes of immune cells (*C1qa* enriched in microglia and *Lyz2* in macrophages). (**B**) Immune cells (lower-left) were reclustered into ten subclusters (lower-right) corresponding to either the two different types of animals analyzed (upper-left, sham and 2VO) or the three different batches of sequencing in immune cells (upper-right). (**C**) Representative new marker genes of the ten subclusters of immune cells. (**D**) KEGG and GO dot plots of immune cells. (**E**) DEG analysis of sham and 2VO microglia (upper) and macrophages (lower)

### Identification of the OLG Characteristics After 2VO

To explore the functional changes of OLGs, we studied OLGs in the hippocampus after 2VO surgery at the single-cell level. First, we identified possible marker genes for OLGs (Fig. 8A), such as *Mog* and *Ermn*. 

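*Mog*, a surface protein of myelin on chromosome 17 of GRCm38 from 37010743 to 37023398 (ENSMUSG00000076439), had a mean of 24.1 counts per 10000 UMIs in OLGs and 1.49 in microglia, the next class. *Ermn*, a cytoskeletal protein of OLGs, had 19.3 in OLGs and 1.43 in microglia. Between the groups *Mog* had 3552, 2532 and 1220 CPM in sham 1, sham 2 and 2VO 1 (log2 fold change −1.32, standard error 0.30, adjusted p = 0.0717 from edgeR's quasi-likelihood test), and *Ermn* had a log2 fold change of −0.91 (adjusted p = 0.0709 from edgeR). Both passed in DESeq2. Of 13 myelin genes in OLGs 0 were above 0, 0 were called and 6 were lower when adjusted over the list alone, with a median of −0.88 (camera adjusted p = 0.000258, and adjusted p = 0.71 with an estimated correlation).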

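OLGs, the most abundant glia in these libraries, numbered 3468 cells in 5 clusters, with 1532 cells from sham 1, 1090 from sham 2 and 846 from 2VO 1. They were 30.0%, 21.3% and 21.6% of the kept cells. Apart from clusters 0 and 3, 2VO 1 gave 3.81% of cluster 7, led by *Klk6*, 7.5% of cluster 18, led by *Tmem141*, and 53.5% of cluster 25, in which *C4b* was among the leading genes.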

We detected 5738 OLGs (Fig. 8B and Supplementary Table 1) that were assembled into four clusters. The potential possible markers of the four clusters are shown in Fig. 8C: *Ptgds* was enriched in cluster 1, *S100b* in cluster 8, *Tmem141* in cluster 17, and *mt-Co3* in cluster 18.

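Reclustering OLGs at resolution 0.2 gave 5 subclusters. *Ptgds*, the prostaglandin D synthase, was highest in subcluster 2 at 283 counts per 10000 UMIs, *S100b*, a calcium-binding protein, in subcluster 3 at 6.12, *Tmem141* in subcluster 4 at 10.5, and *mt-Co3*, a mitochondrially encoded subunit of cytochrome c oxidase, in subcluster 1 at 83.9. Subcluster 1 held 45, 97 and 757 cells of sham 1, sham 2 and 2VO 1 and was led by the endothelial genes *Flt1* and *Slco1a4*. Subcluster 0 held 910, 62 and 7, and subcluster 2 held 44, 692 and 55, so each of these was mostly of 1 library. Over all OLGs *Tmem141* had 317, 138 and 40.3 CPM (log2 fold change −2.50, adjusted p = 0.0775 from edgeR's quasi-likelihood test, −1.75 without sham 1) and *mt-Co3* had 2499, 2966 and 6121 CPM (log2 fold change 1.16). *Ptgds* was at −0.40 and *S100b* at −0.49 on the log2 scale, and none of the 4 was called. *Tmem141* and *mt-Co3* were called with no filter on low counts and with doublets removed. *mt-Co3* was also called in DESeq2 (adjusted p = 0.00309) and under the mitochondrial limit. It was called as well with at least 200 genes, a filter chosen after seeing the data.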

**Fig. 8:**
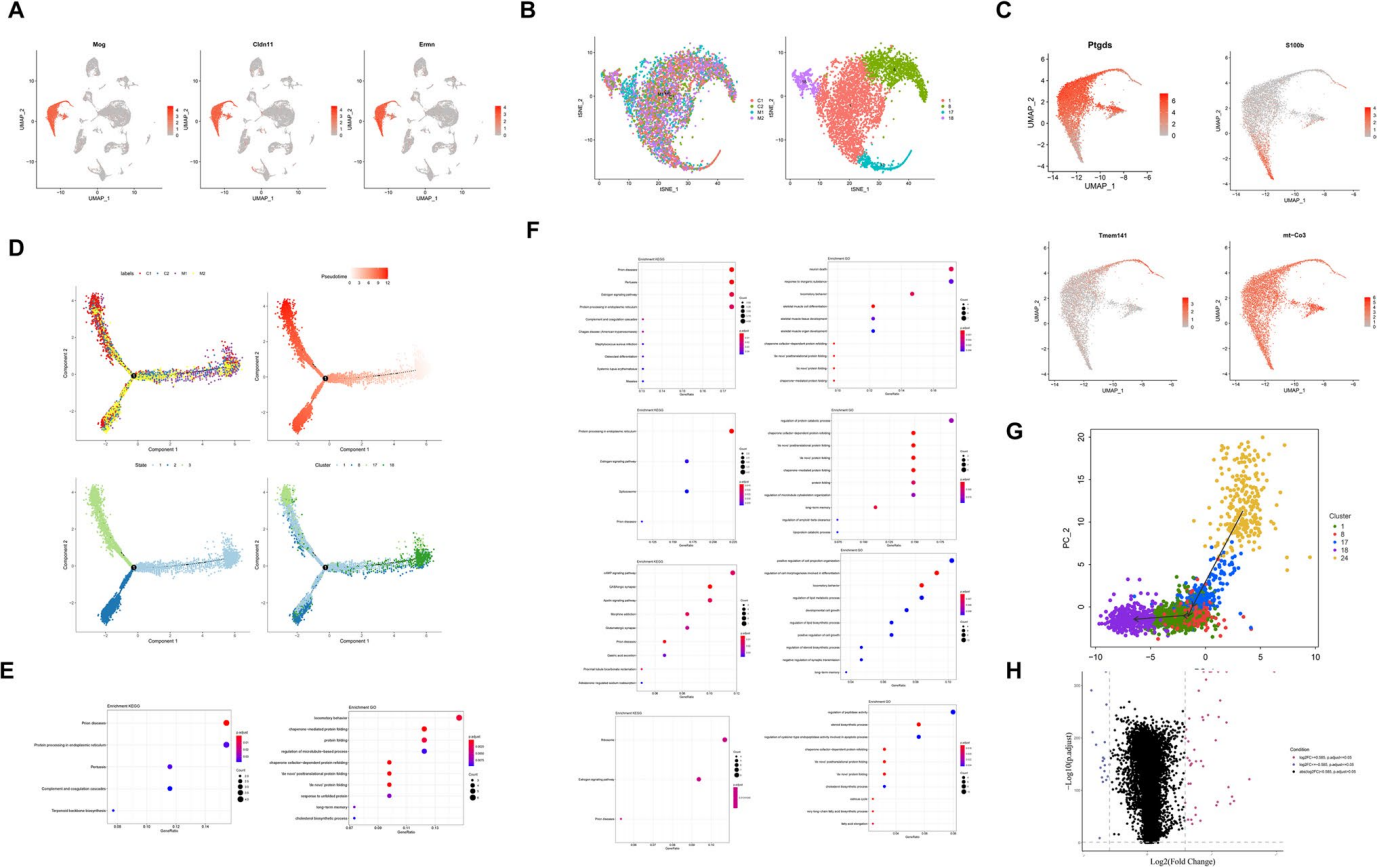
Identification of OLG characteristics after 2VO. (**A**) Representative possible marker genes of OLGs. (**B**) UMAP visualization of OLGs: the four clusters of OLGs (right) are color-coded corresponding to the two different types of animals analyzed (left, sham and 2VO). (**C**) Representative possible marker genes of the four clusters of OLGs (*Ptgds* enriched in cluster 1, *S100b* in cluster 8, *TMEM141* in cluster 17, and *mt-C03* in cluster 18). (**D**) Pseudotime trajectory of OLGs, colored by different batches (upper-left), pseudotimes (upper-right), states (lower-left), and clusters (lower-right). (**E**) KEGG and GO dot plots of OLGs. (**F**) KEGG and GO dot plots of cluster 1 (upper), cluster 8 (upper-center), cluster 17 (center-lower), and cluster 18 (lower) OLGs. (**G**) Slingshot analysis showing the differentiation route of the four OLG subtypes and cluster 24. (**H**) DEG analysis of sham and 2VOOLGs

The pseudotime trajectory of OLGs is shown in Fig. 8D. Given that OLGs are derived from OPCs, and cluster 24 of OPCs was orientated to OLGs (Fig. 1G), we further investigated the developmental trajectory of cluster 24 and OLGs by Slingshot analysis. As expected, pseudotime analysis using Slingshot showed that the developmental trajectory order of OLGs was from cluster 24 of OPCs to cluster 17, cluster 8, then to cluster 1, and finally to cluster 18 (Fig. 8G). 

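Heat shock proteins and chaperones had no common direction in OLGs, with 8 of 16 above 0, a median log2 fold change of −0.03 and 0 called over all genes or when adjusted over the list alone (camera adjusted p = 0.407). Mitochondrially encoded subunits were above 0 for 13 of 13 genes, 13 of them higher when adjusted over the list alone and 0 called over all genes, at a median of 1.05 (camera adjusted p = 3.29e-09, and adjusted p = 0.71 with an estimated correlation). Nuclear-encoded subunits of complexes I, III and V were below 0 for 47 of 47, with 46 lower when adjusted over the list alone, at a median of −1.06 (camera adjusted p = 7.21e-22, and adjusted p = 0.71 with an estimated correlation). Microglial transcripts, a list picked with the paper's tables in view, had a median of 4.00 there, with 13 of 13 higher when adjusted over the list alone and 0 over all genes (camera adjusted p = 4.41e-32, and adjusted p = 0.71 with an estimated correlation). In OLGs edgeR's quasi-likelihood test called 0 of 12491 genes, while 4020 had an unadjusted p under 0.05 and DESeq2 called 964.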

Although the DEGs of OLGs were mainly enriched in protein folding pathways in the GO analysis (Fig. 8E), we found that the DEGs of cluster 17 were enriched in cell growth and differentiation pathways (Fig. 8F), suggesting cluster 17 was upstream of other OLG clusters. And we found that *Neat1*was the most significantly upregulated DEG in OLGs after 2VO surgery while *Cnp* was the most significantly decreased DEG (Fig. 8H, Supplementary Table 18).

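*Neat1* is a nuclear noncoding RNA on chromosome 19 of GRCm38 from 5824708 to 5845478 (ENSMUSG00000092274). In OLGs it had 56.4, 226 and 1253 CPM in sham 1, sham 2 and 2VO 1 (log2 fold change 3.16, standard error 0.78, adjusted p = 0.0798 from edgeR's quasi-likelihood test), with a log2 fold change of 2.50 without sham 1 and 4.51 without sham 2. *Cnp* had 6993, 5914 and 2614 CPM (log2 fold change −1.30, standard error 0.26, adjusted p = 0.0621 from edgeR) and passed in DESeq2. *C4b* had 15.4, 34 and 535 CPM (log2 fold change 4.46, adjusted p = 0.0591 from edgeR, 4.00 without sham 1 and 5.15 without sham 2), and *C1qb* had 2.92, 2.8 and 62.8 CPM (log2 fold change 4.44). None of the 4 was called here, and *Neat1* was called with no filter on low counts and with doublets removed. *C4b* and *C1qb* were called in DESeq2 (adjusted p = 0.000292 and 2.28e-13), with no filter on low counts and with doublets removed. Both were also called under the mitochondrial limit, at resolution 2.0 and with at least 200 genes, a filter chosen after seeing the data.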

### Identification of Other Cell Type Characteristics After 2VO

To explore the functional changes of other cell types, we examined the features of them including CPECs, EPNs, NPCs, PERs, and VSMCs in the hippocampus after 2VO surgery. 

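*Kl*, the anti-aging gene klotho, had a mean of 9.66 counts per 10000 UMIs in CPECs and 0.987 in VLMCs, the next class. *Ccdc153*, a gene of motile cilia, had 21.3 in EPNs and 0.0454 in CPECs. *Atp13a5*, a cation-transporting ATPase on chromosome 16 of GRCm38 from 29231851 to 29378732 (ENSMUSG00000048939), had 17.3 in PERs and 0.544 in VLMCs, and *Acta2*, smooth muscle actin, had 171 in VSMCs and 3.81 in EPNs. *Cdca8*, a subunit of the chromosomal passenger complex that works in mitosis, had 0.225 in OPCs, which hold the dividing cluster 27, and 0.146 in NPCs, and NPCs came first with doublets removed. Between the groups none of *Kl* (log2 fold change 0.47), *Atp13a5* (0.43) and *Acta2* (-0.79) was called in its own class.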

First, we identified their potential possible markers: *Kl* was enriched in CPECs, *Ccdc153* in EPNs, *Cdca8* in NPCs, *Atp13a5* in PERs, and *Acta2* in VSMCs (Fig. 9A). 

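In CPECs, which make the cerebrospinal fluid, 352 genes were called higher and 804 lower of 12797 by edgeR's quasi-likelihood test, and DESeq2 called 527. *Hspa1a*, an inducible HSP70 gene on chromosome 17 of GRCm38 from 34969190 to 34972156 (ENSMUSG00000091971), had 148, 32 and 159 CPM in sham 1, sham 2 and 2VO 1 (log2 fold change 0.80, standard error 0.39, adjusted p = 0.231 from edgeR), and its paralog *Hspa1b*, which can share UMIs with it, had a log2 fold change of 0.44 (adjusted p = 0.634 from edgeR). *Hspb1*, a small heat shock protein, was at 0.09, and *Dusp1*, a phosphatase that ends MAPK signaling, at 0.59 (adjusted p = 0.147 from edgeR). Without sham 1 and without sham 2 the value was 2.30 and 0.10 for *Hspa1a*, 2.42 and −0.33 for *Hspa1b*, and 0.79 and −0.37 for *Hspb1*. Of 16 heat shock proteins and chaperones 2 were called higher and 2 lower, the same numbers when adjusted over the list alone (camera adjusted p = 0.35), among them *Hspa5*, the chaperone of the endoplasmic reticulum, which rose by a log2 fold change of 0.92 (adjusted p = 0.00508 from edgeR). Of 18 immediate early genes 3 were called higher and 0 lower, 3 and 0 when adjusted over the list alone, at a median of 0.33 (camera adjusted p = 0.000329, and adjusted p = 0.725 with an estimated correlation). *Junb* among them rose by 1.54 (adjusted p = 0.000645 from edgeR, 1.05 without sham 1 and 2.20 without sham 2) and was not called by DESeq2. Both lists were picked with the paper's tables in view. Nuclear-encoded cytochrome c oxidase subunits were lower, with 9 of 11 called, the same number when adjusted over the list alone (camera adjusted p = 1.55e-11, and adjusted p = 0.71 with an estimated correlation), such as *Cox5b* (log2 fold change −1.47). Of the 13 microglial transcripts, also picked so, 11 were called higher and 13 when adjusted over the list alone (camera adjusted p = 7.72e-23, and adjusted p = 0.71 with an estimated correlation), such as *C1qb* (log2 fold change 2.91).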

KEGG analysis of CPEC showed that many of the enriched DEGS, including *Hspa1a*, *Hspa1b*, *Hspb1*, and *Dusp1* in the MAPK signaling pathway, were related with inflammatory modulation (Fig. 9B and C, upper-left).

**Fig. 9:**
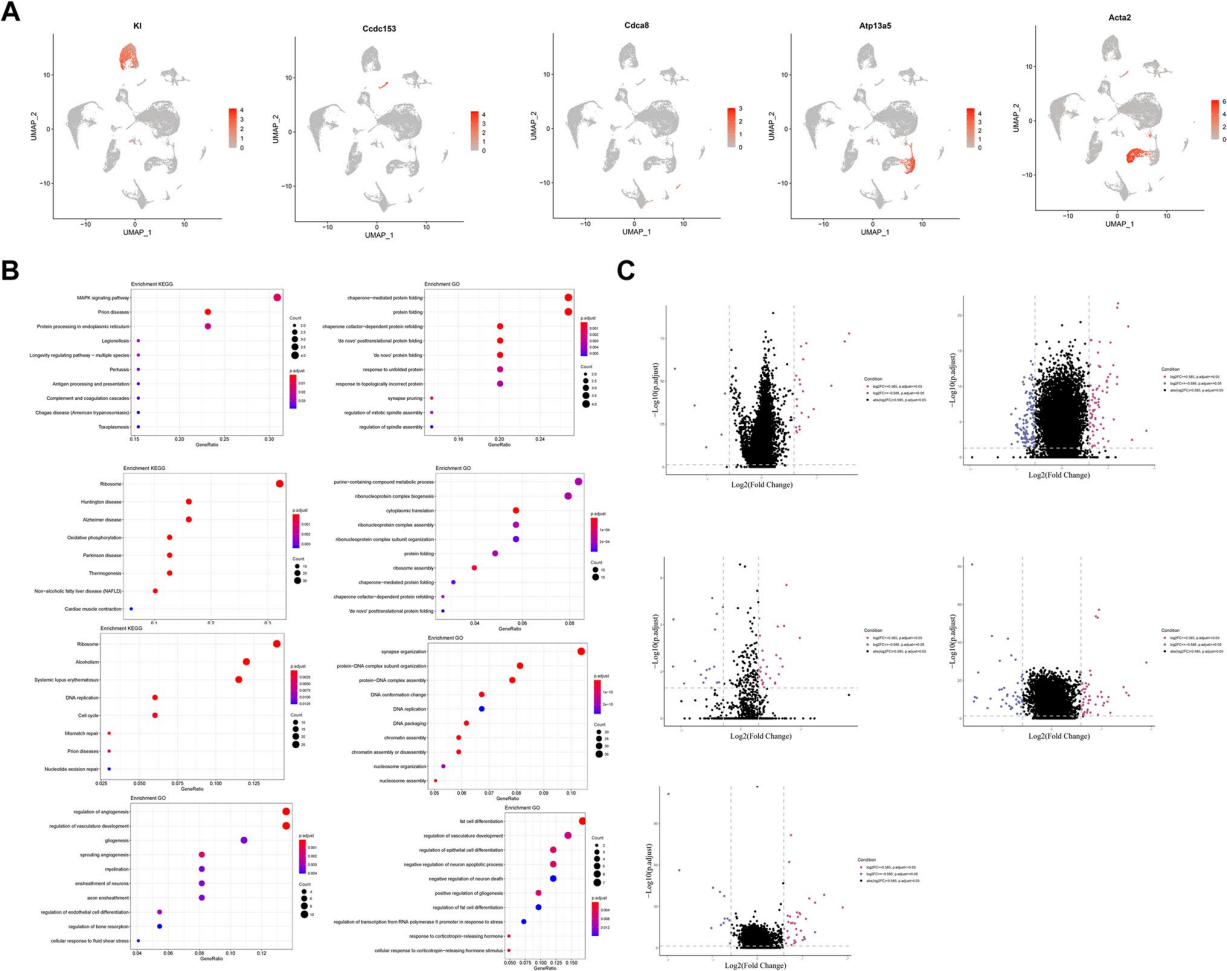
Identification of other cell type characteristics after 2VO. (**A**) Representative possible marker genes of different cell types (*KI* enriched in CPECs, *Ccdc153* in EPNs, *Cdca8* in NPCs, *Atp13a5* in PERs, and *Acta2* in VSMCs). (**B**) KEGG and GO dot plots of CPECs (upper), EPNs (center-upper), NPCs (center), PERs (center-lower), and VSMCs (lower). Please note that there was no KEGG enrichment analysis in PERs or VSMCs; therefore, not data is shown in the figure. (**C**) DEG analysis of sham and 2VO CPECs (upper-left), EPNs (upper-right), NPCs (left-center), PERs (right-center), and VSMCs (lower)

After characterizing by using gene ontology, the results showed that the DEGs were largely enriched in protein synthesis–related pathways, including cytoplasmic translation, ribosome assembly, protein folding, and ribonucleoprotein complex assembly (Fig. 9B, center-upper); however, most of the DEGs were decreased (Fig. 9C, upper-right, Supplementary Table 19). 

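EPNs had 73 cells in sham 1, 80 in sham 2 and 9 in 2VO 1, below the 10 cells per library set for a test, so only values are given. Of 78 cytosolic ribosomal protein genes 60 lay below both sham libraries in 2VO 1 and 13 above both, and together they took 6.57%, 7.09% and 5.09% of the counts of EPNs. Of 16 heat shock proteins and chaperones, 9 lay above and 2 below both sham libraries, with 1.84%, 1.17% and 2.02% of the counts. With 2 sham libraries and 1 2VO library of equal precision, an unchanged gene would lie below both, or above both, each in 1 of 3 cases. The 9 EPNs of 2VO 1 held far fewer counts, such as 19 of *Rpl19* against 873 and 1260. Counting error alone can then put an unchanged gene outside both sham values more often, so these numbers of genes cannot be set against 1 of 3.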

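In PERs edgeR's quasi-likelihood test called 0 of 8714 genes, while 1245 had an unadjusted p under 0.05 and DESeq2 called 2. In VSMCs 17 genes were called higher and 0 lower of 8646, and DESeq2 called 2. *Neat1* rose in VSMCs from 97.6 and 133 CPM to 804 CPM (log2 fold change 2.79, standard error 0.26, adjusted p = 0.00076 from edgeR). *C4b* rose as well (log2 fold change 5.15, adjusted p = 0.00897 from edgeR, 6.86 without sham 1 and 3.87 without sham 2), and DESeq2 did not call it. Cell cycle genes had a median log2 fold change of −0.60 over 5 genes in PERs (camera adjusted p = 0.368) and 0.03 over 4 in VSMCs (camera adjusted p = 0.782). Angiogenesis genes, a list picked with the paper's tables in view, had −0.53 over 10 genes in PERs (camera adjusted p = 0.202) and 0.27 over 9 in VSMCs (camera adjusted p = 0.224). None of these genes was called in either class over all genes or when adjusted over the list alone.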

Intriguingly, after characterizing by using KEGG and gene ontology, the results showed that the DEGs of PERs and VSMCs were mainly focused on DNA replication, chromatin assembly, vasculature development, and angiogenesis.

## Discussion

Here, we present a comprehensive single-cell resolution catalog of different cell types in the regulation of 2VO-induced memory impairment. By describing key molecular differences between various cell types, our analysis confirms many important previously reported observations obtained from in vitro studies, bulk experiments, and animal models, and highlights key areas for further study to advance our knowledge regarding the function of different cell types after post-ischemia memory impairment. By identifying novel cell subtypes and highlighting a catalog of marker genes, our research will fuel advances in post-ischemia memory impairment, and act as a method to remedy ischemia-induced memory impairment. Although we were unable to describe each subtype and its biological functions in detail, herein, some key observations are worthy of attention. First, the hippocampal environment between 2VO surgery and sham mice is more complex and heterogeneous than previously appreciated. Previous studies on post-ischemia memory impairment were mainly based on bulk sequencing. Here, we analyzed 27,069 cells by scRNA-seq and identified 14 cell types, including neurons, ASTs, immune cells, ECs, and others. Each subtype showed divergent pathway activities after 2VO surgery, suggesting that these cells function in distinct biological pathways.

Furthermore, 32 clusters were obtained. Although clustering was not driven by experimental batch or individual samples, each mouse contains all clusters, and no cluster is unique to any mouse (Fig. 1H and I); the cell proportions were indeed shifted after 2VO based on the RxC analysis results (*P* < 0.001). Because the dissociation of mammalian adult brains is challenging due to the complexity of the tissue, the estimated percentages for each cell type do not necessarily reflect their actual proportions in the mouse brain, mainly due to differences in their sensitivity to tissue dissociation. How to minimize this shift as much as possible is very valuable for truly understanding the differences after various treatments in the future. Proportions of 14 cell types were compared between the two groups, and the cell numbers of vascular ECs and OLGs were found to account for the majority. The cell counts of ASTs, neurons, and OLGs showed the most striking decrease, while the number of vascular endothelial and smooth muscle cells was increased after post-ischemia memory impairment. 

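The kept cells of sham 1, sham 2 and 2VO 1 held 1.94%, 2.69% and 1.10% GLUTNs, with an interval of 0.796% to 1.48% in 2VO 1. NPCs numbered 125, 63 and 32 (2.45%, 1.23% and 0.818%), VSMCs 99, 259 and 142, PERs 129, 442 and 166, and CPECs 590, 315 and 448 (11.5%, 6.15% and 11.5%). The OPC share was 16.6%, 6.63% and 12.7%. For VSMCs, PERs, CPECs and OPCs the 2VO value lay between the sham libraries.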

We also identified possible markers for each hippocampal cell type. We then investigated the cell type–specific molecular changes by performing DEG analysis. 

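Called genes per class in edgeR's quasi-likelihood test were 3568 in OPCs, 1156 in CPECs, 754 in microglia, 692 in NPCs, 323 in ECs, 149 in macrophages, 62 in VLMCs, 45 in GLUTNs, 17 in VSMCs and 0 in ASTs, OLGs and PERs. DESeq2 called 898, 527, 18, 11, 92, 11, 0, 4, 2, 6, 964 and 2 genes in the same order. EPNs were not tested. In macrophages, with 19, 23 and 43 cells, 129 genes were called higher and 20 lower of 2543, and many of the higher ones belong to other cell types. *Cldn5* rose from 34.7 and 36.6 to 1023 CPM, and *Slco1a4*, with 0 counts in both sham libraries, to 736 CPM, at least 34.2 times a floor of 3 counts over both. Of 11 myelin genes tested in macrophages 8 were called higher and 10 when adjusted over the list alone (camera adjusted p = 9.05e-12, and adjusted p = 0.71 with an estimated correlation). The chemokines *Ccl7* and *Cxcl2* fell by 2.55 and 2.41 on the log2 scale, by 0.82 and 2.92 without sham 1, and by 3.37 and 1.72 without sham 2. DESeq2 called neither, and *Ccl7* was not called with doublets removed (−2.69, adjusted p = 0.0583 from edgeR). At resolution 2.0 no gene was called in macrophages by edgeR and 228 had an unadjusted p under 0.05, and the myelin genes had a median of 0.17 (camera adjusted p = 0.394). In simulated data of these sizes edgeR recovered 65% to 91% of genes changed 4 times and 4% to 24% of genes changed 2 times. These are ranges over classes, in which 2197 to 12400 genes were tested. The changed genes were picked from those with higher counts, so recovery can be lower for genes with few counts.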

Interestingly, ASTs, EPNs, GLUTNs, OPCs, and PERs showed the highest number of DEGs, while macrophages showed almost no changes in DEGs. 

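*Fth1*, the heavy chain of the iron store ferritin on chromosome 19 of GRCm38 from 9980598 to 9985098 (ENSMUSG00000024661), rose in ECs from 2386 and 2543 CPM to 6880 CPM (log2 fold change 1.48, standard error 0.19, adjusted p = 0.00966 from edgeR's quasi-likelihood test). *Ier2*, an immediate early gene printed as Ler2 in the paper, had 29.8, 37.6 and 78.8 CPM in ASTs of sham 1, sham 2 and 2VO 1 (log2 fold change 1.22, adjusted p = 0.368 from edgeR). *Sox4*, a transcription factor of young neurons, had 16, 4 and 0 counts in GABANs, and no fold is given for so few. Whether these changes differ between classes was not tested.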

We also identified cell type–specific DEGs, e.g., *Ler2* for ASTs, *Fth1* enriched in ECs, *Cnr1* and *Sox4* in GABANs, and *Reln* for GLUTNs.

We found that more than 30% DEGs of glutamatergic neurons in the cAMP signaling pathway belonged to the ATPase plasma membrane Ca^2+^ transporting family. Previous research has demonstrated that when Ca^2+^ signaling is abnormal, a balance in activities of Ca^2+^-calmodulin-dependent kinase II and Ca^2+^-dependent phosphatase calcineurin is shifted at the synapse, tilting the balance between long-term potentiation (LTP) and long-term depression (LTD) synaptic mechanisms. As a result, synapses are weakened and eliminated by LTD mechanisms, causing memory loss [55]. Furthermore, C1qb was increased in glutamatergic neurons after 2VO surgery. C1qb immunoreactivity was detected in hippocampal GLUTNs as small punctate deposits in the hippocampus after kainite injection. It was found that neuronal-derived C1q plays a critical role in synaptic refinement. Although microglia express higher levels of C1q than neurons, several lines of evidence suggest that neurons also contribute significantly to C1q levels and complement-dependent synaptic refinement [56]. All these results strongly implied that C1qb is a potential therapeutic target for post-ischemia memory impairment.

Intriguingly, *Lars2* was also the most significantly decreased gene in GABANs after 2VO surgery (Fig. 3E, right and Supplementary Table 6), whereas *Cnr1* was the most significantly increased gene. CNR1 is located in the presynaptic terminals of the prefrontal, temporal, and hippocampal regions and exhibits numerous interactions with various central neurotransmitters [57, 58]. Research has found a significant association between CNR1 and neurocognition [59]. Specifically, attention and working memory performance have been shown to be compromised under acute effects of the CNR1 agonist, 9-tetrahydrocannabinol [60]. However, the exact mechanisms in ischemic complications are still not completely understood.

Several genes mainly expressed in microglia were upregulated in astrocytes (Fig. 4E). *C1q* knockout mice were significantly protected against hypoxic-ischemic brain injury and exhibited significantly less neurofunctional deficit compared with wild-type mice [61]. Consistent with our results, *C1q* mRNA has also been reported to be dramatically upregulated in the brain after global ischemia and focal ischemic insult in rodents [44]. Recent research found that *Hexb* was persistently expressed by microglia and much less by central nervous system–associated macrophages in various disease models. All those results implied that astrocytes functions as the microglia-like cell type after 2VO surgery.

Neurogenesis is the process of producing new functional neurons from other cell types, including proliferation and differentiation of progenitor cells into mature neurons. In cerebral ischemia, enhanced neurogenesis has been reported after stroke [62], suggesting a potential avenue for ischemia therapy. OPCs are multipotential cells and able to differentiate into other cell types including OLGs and neurons [48]. Consistent with previous reports [63], we identified four OPCs subtypes (Fig. 5B) with possible markers for each subtype. Slingshot pseudotime analysis showed developmental trajectory from OPC-4 to OPC-1, then to OPC-2 and finally to OPC-3 (Fig. 5I), suggesting OPC-4 is the primary cluster while OPC-3 was defined as a cluster that is committed to differentiation into OLGs. OPC-1 (Cspg5 + OPCs) was found to highly express the immature neuronal marker *Sox11*. Cspg5, originally found in the developing brain, is likely involved in neurogenesis and synaptogenesis. High expression of Cspg5 in one of the subclusters of OPC has been described recently based on single-cell sequencing analysis either [64]. *Vcan*, mainly expressed in OPC-2, also named *Cspg2*, is involved in cell proliferation and a major component of the extracellular matrix [65]. *Fyn*, mainly expressed in OPC-3, is required for cell-cycle progression through G1 phase, plays important role in cell growth [66]. *Pclaf*, mainly expressed in OPC-4, also named as *KIAA0101*, acted as a regulator of DNA repair during DNA replication, has been reported to be crucial for cell proliferation [50, 51]. Together, all those data suggested that OPCs were promising neurons-generated cell type for neurogenesis.

*Lars2* was also one of the most significantly decreased genes in the 2VO group of ECs. Lars2 plays vital roles in catalyzing the aminoacylation of tRNA^Leu^. Interestingly, the most upregulated DEG in ECs was *Ttr* (Supplementary Table 12). Ttr is a thyroid hormone–binding protein, transporting thyroxine from the bloodstream to the brain [67]. In addition, we found that *plp1*, a major component of mammalian CNS myelin with possible functions in myelin stability and maintenance, was sharply increased in ECs after ischemia (Supplementary Table 12). However, the role of Plp1 in ECs after 2VO surgery needs to be further explored. The results showed that DEGs in ECs were mainly enriched in the protein processing pathway of the endoplasmic reticulum (Fig. 6F). Similar with our results, it has been shown that foldases encoding genes were increased in the endoplasmic reticulum on days 7 and 14 after ischemia [68].

Lcn2, also called neutrophil gelatinase–associated lipocalin or 24p3, is a crucial component of neutrophils [69]. Lcn2 participates in innate immune responses, impacts on cell proliferation and differentiation, and regulates iron homeostasis [70]. It has been reported that Lcn2 is expressed in the ischemic brain after temporary experimental ischemia and accompanied by the accumulation of cellular nonheme iron. Plasma levels of Lcn2 measured in patients 1 week after ischemia contribute to the prediction of clinical outcome at 90 days and reflect the systemic response to post-ischemia infections. Therefore, Lcn2 is likely to have value as a biomarker in ischemia patients [71]. Similar with our results, previous studies have shown that Lcn2 is secreted in response to cerebral ischemia to promote reperfusion injury. Genetic deletion of Lcn2 significantly reduced brain injury after cerebral ischemia, implying that Lcn2 is a mediator of reperfusion injury and a potential therapeutic target. Immunotherapy has the potential to harness neuroinflammatory responses and provides neuroprotection against ischemia. Research has found that Lcn2 is induced on the inner surface of the cerebral ECs. Its monoclonal antibody was found to specifically target Lcn2 in vitro and in vivo, attenuating the induction of Lcn2 and pro-inflammatory mediators after ischemia. Administration of Lcn2 antibody at 4 h after ischemia significantly reduced neurological deficits, cerebral infarction, edema, blood brain barrier leakage, and infiltration of neutrophils. The binding epitope of Lcn2 antibody was mapped to its β3 and β4 strands, which are responsible for maintaining the integrity of the Lcn2 cup-shaped structure [72], indicating that Lcn2 can be pharmacologically targeted using a specific antibody to reduce reperfusion injury after ischemia and suggesting that early detection and inhibition of Lcn2 may prove useful in the diagnosis and treatment of post-ischemia memory impairment.

*Apoe*, the most significantly increased DEG in microglia after 2VO surgery (Fig. 7E, above), is associated with age-related risk for Alzheimer’s disease and plays critical roles in Aβ homeostasis. S100B, which is highly expressed in cluster 8 of OLGs, is a 21 kDa Ca^2+^ binding protein that was reported to be expressed in Schwann cells and astroglia. It has often been reported as a promising biomarker for ischemia [73]. *S100b* has also been detected in numerous other cell types in the CNS, such as OLGs, ependymal cells, the choroid plexus epithelium, and neurons [74]. However, the function of S100b in OLGs needs to be further explored after cerebral ischemia. *Neat1*, the most significantly upregulated DEG in OLGs after 2VO surgery (Fig. 8H, Supplementary Table 18), is a long noncoding RNA that is essential for the formation of paraspeckles and interacts with many intracellular regulatory factors that has been widely investigated in the cancer field [75]. *Cnp* was the most significantly decreased DEG in OLGs (Fig. 8H, Supplementary Table 18). The absence of *Cnp* was found to be associated with an impaired cellular transport in the axonal compartment [76]. Taken together, the results indicate that *Cnp* plays critical roles in the regulation of memory, and increasing the expression of *Cnp* in OLGs may be a potential therapy in the treatment of ischemia.

In single-cell transcriptome, each cell needs to be isolated from the living tissues. The morphological complexity of cells like those of the central nervous system makes the segregation process very difficult. The separation process exposes them to specific environmental, chemical, and harsh dissociation steps which often bias data analysis. In addition, it is very hard to obtain the healthy human brain tissue required by the single-cell transcriptome, so most of the single-cell sequencing is conducted in animals at present, but the extent to which they can represent the human brain tissue is unknown. Though 10 × Genomics single-cell sequencing platform allows analysis of cells in an unbiased manner, it lacks in providing an in-depth information on sequence diversity, splicing, and chimeric transcripts generated in the process [77]. Furthermore, when the cells are dissociated or isolated, a certain number of cells become dead or get destroyed. The single-cell RNA sequencing methods generate low-quality data from these cells. And many transcripts appear to be lost during reverse transcription due to the small number and low capture efficiency of RNA molecules in single cells [78]. Of note, our cell sampling strategy resulted in biases in cell proportions between control and 2VO groups based on the RxC analysis results. In addition to distinctness in the original composition ratio, differences in the sensitivity of cells, such as neurons, to external stimuli can cause this situation. Besides, environmental, chemical, and harsh dissociation steps may result in the shift of cell proportions, and even affect the results of GSEA and DEG results between control and 2VO groups Finally, in this study, conclusions are based on the minimal number of biological replicates (*n* = 2 for each group); further research is needed to determine whether the results are universal. Meanwhile, we only studied the gene expression changes of different types of cells in the hippocampus on the seventh day after ischemia, which does not fully reflect the trend and rules of gene changes with time after ischemia.

Although there is much more to explore further, this study reveals neuronal, glial, and vascular lineage heterogeneity and cell-specific molecular changes in post-ischemia memory impairment. The results of our study will help to advance a variety of efforts towards understanding the function of different cell types and exploring molecular and cellular therapeutic targets for post-ischemia memory impairment.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2 (XLSX 9.92 KB)

Supplementary file3 (XLSX 10 KB) Cell numbers in each neuronal subcluster of each sample;

Supplementary file4 (XLSX 307 KB) High expressed genes in each neuronal subcluster;

Supplementary file5 (XLS 17 KB) The differential expressed genes of glutamatergic neurons after PSCI treatment;

Supplementary file6 (XLS 29 KB) The differential expressed genes of GABAergic neurons after PSCI treatment;

Supplementary file7 (XLS 23 KB) The KEGG analyzed results in astrocytes after PSCI treatment;

Supplementary file8 (XLS 17 KB) The differential expressed genes in astrocytes after PSCI treatment;

Supplementary file9 (XLS 17 KB) The differential expressed genes in oligodendrocyte precursor cells after PSCI treatment;

Supplementary file10 (XLS 40 KB) The GO analyzed results in oligodendrocyte precursor cells after PSCI treatment;

Supplementary file11 (XLSX 22 KB) The differential expressed genes in OPC-4 after PSCI treatment;

Supplementary file12 (XLS 5 KB) The differential expressed genes in endothelial cells after PSCI treatment;

Supplementary file13 (XLSX 19 KB) The differential expressed genes in subcluster 3 or 7 of endothelial cells after PSCI treatment;

Supplementary file14 (XLSX 19 KB) The differential expressed genes in subcluster 2 or 12 of endothelial cells after PSCI treatment;

Supplementary file15 (XLS 5 KB) The differential expressed genes in subcluster 20 of endothelial cells after Supplementary PSCI treatment;

Supplementary file16 (XLSX 98 KB) The differential expressed genes of immune cells after PSCI treatment;

Supplementary file17 (XLSX 144 KB) High expressed genes in each immune cell subcluster;

Supplementary file18 (XLS 7 KB) The differential expressed genes of oligodendrocytes after PSCI treatment;

Supplementary file19 (XLS 22 KB) The differential expressed genes of ependymocytes after PSCI treatment.

Supplementary file20 (DOCX 48 KB) Cell counts in Sham and 2VO groups of different cell types.

Supplementary file21 (DOCX 41 KB) Cell proportions (%) in Sham and 2VO groups of different cell types.

Supplementary file22 (DOCX 64 KB) Statistics of 95% CI for proportion of sham in each cell type.

Supplementary file23

## Data Availability

The single-cell RNA sequencing data are available through NCBI's Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE 171393.

## Abbreviations

2VO: Two-vessel occlusion
SPF: Specific pathogen free
GEM: Gel bead in emulsion
PCA: Principal component analysis
t-SNE: T-Distributed stochastic neighbor embedding
UMAP: Uniform manifold approximation and projection
GSEA: Gene set enrichment analysis
NES: Normalized enrichment score
PBS: Phosphate-buffered saline
PFA: Paraformaldehyde
OCT: Optimal cutting temperature compound
ANOVA: Analysis of variance
RM: Repeated measured
CI: Confidence interval
OLG: Oligodendrocyte
AST: Astrocyte
OPC: Oligodendrocyte precursor cell
NPC: Neuronal precursor cell
GLUTN: Glutamatergic neuron
GABAN: GABAergic neuron
EPN: Ependymocyte
CPEC: Choroid plexus epithelial cell
EC: Endothelial cell
PER: Pericyte
VSMC: Vascular smooth muscle cell
VLMC: Vacuolar leptomeningeal cell
KEGG: Kyoto Encyclopedia of Genes and Genomes
GO: Gene ontology
DEG: Differentially expressed gene
CNS: Central nervous system
LTP: Long-term potentiation
LTD: Long-term depression

# Supplementary material for: Single-Cell Transcriptome Reveals Cell Type–Specific Molecular Pathology in a 2VO Cerebral Ischemic Mouse Model
**Source:** Mol Neurobiol. 2024 Jan 5;61(8):5248–64. doi: 10.1007/s12035-023-03755-4
**Supplement:** Supplementary file 20 — Supplementary file20 (DOCX 48 KB) Cell counts in Sham and 2VO groups of different cell types.

**Supplementary Table 20 Cell counts in Sham and 2VO groups of different cell types.**

# Supplementary material for: Single-Cell Transcriptome Reveals Cell Type–Specific Molecular Pathology in a 2VO Cerebral Ischemic Mouse Model
**Source:** Mol Neurobiol. 2024 Jan 5;61(8):5248–64. doi: 10.1007/s12035-023-03755-4
**Supplement:** Supplementary file 21 — Supplementary file21 (DOCX 41 KB) Cell proportions (%) in Sham and 2VO groups of different cell types.

**Supplementary Table 21 Cell proportions (%) in Sham and 2VO groups of different cell types.**

# Supplementary material for: Single-Cell Transcriptome Reveals Cell Type–Specific Molecular Pathology in a 2VO Cerebral Ischemic Mouse Model
**Source:** Mol Neurobiol. 2024 Jan 5;61(8):5248–64. doi: 10.1007/s12035-023-03755-4
**Supplement:** Supplementary file 22 — Supplementary file22 (DOCX 64 KB) Statistics of 95% CI for proportion of sham in each cell type.

**Supplementary Table 22 Statistics of 95% CI for proportion of sham in each cell type.**

How the deposited data were processed for this re-analysis (not part of the article)

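Single-cell RNA was measured in whole hippocampi taken 7 days after sham surgery or 2VO surgery, with 1 library per mouse. Sham 1, sham 2 and 2VO 1 were analysed, and 2VO 2 was not analysed here. The counts are UMI counts per gene and barcode as deposited by the authors, who state in the methods that the reads were aligned with Cell Ranger 3.1.0 to GRCm38. The submitters' notes also name Seurat 3.2.2 and mm10, the same build under another name. That the counts are raw was taken from their values, which are whole numbers with a different total in each library. The barcodes carry the suffixes Cell Ranger gives to aggregated libraries, and whether depth was equalized then, how cells were called and any filter before deposit are not stated. The files list 31053 genes, among them 35 symbols that more than 1 gene shares, whose counts were kept apart by identifier.

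Barcodes with at least 650 detected genes were kept, the number the paper states, though its Supplementary Table 1 holds more cells than have 650 genes here. Genes found in at least 20 cells were used for clustering. Counts were scaled to 10000 per cell, and the natural logarithm of 1 plus the value was taken. From these, 2000 variable genes were chosen with the library as batch, without mt- genes, ribosomal protein genes, haemoglobin genes, *Gm42418*, AY036118 and *Lars2*. Clusters came from 30 principal components, 15 neighbours and the Leiden method at resolution 1.0, with random seed 1. Clusters were named from fixed markers of 19 cell types. A marker counted as detected when at least 10% of the cells of a cluster held it and its mean was 2 times that of the other cells, with 0.05 counts per 10000 added to both. The markers were written after the paper's marker tables had been read, and the naming rule was set after the clusters had been seen and revised 3 times. Neurons, ASTs, OPCs, ECs, immune cells and OLGs were each clustered again at the first resolution that gave at least as many groups as the paper.

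Raw counts were summed per library and class and compared with the quasi-likelihood test of edgeR, with TMM factors, the default filter on low counts by group and Benjamini-Hochberg adjustment within a class. The paper adjusted by Bonferroni. Genes were called at an adjusted p under 0.05 and a fold over 1.5. Gene lists were tested on the same counts with camera of limma, with adjustment over lists and classes together, at a preset correlation of 0.01 and with an estimated one. A list's median is over its tested genes, while camera compares the list with all other genes of the class, so that their signs can differ. The method was tested on simulated data with the mean expression of the sham libraries and the depth of each library in 14 groups of cells, which are the 13 tested classes and the GLUTNs without Cajal-Retzius neurons. There 100 genes were changed per group and fold, picked from those with higher counts, and edgeR made 0 to 11 false calls per group. The simulated variation was the same in all groups and lower than the fitted variation of several, such as macrophages and PERs, so that the recovery can be lower in these. In these simulations DESeq2 recovered a median of 2.5% of genes changed 2 times and 52% of genes changed 4 times, against 12.5% and 78% for edgeR. With the preset correlation, camera had an unadjusted p under 0.05 for the changed list in 14 of 14 groups and the unchanged in 0. With an estimated correlation the changed list had it in 11 of 14, at 0.028 or more. Such a p hardly passes an adjustment over the 327 tests made here. Lists whose genes move together within a library were not simulated. These numbers therefore do not give the rate of false list calls in the real data.

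Genes were named by a fixed rule in each tested class. It takes every gene that the paper names for the class. Of called genes with at least 50 summed counts and with 2VO 1 beyond both sham libraries, it takes the 8 higher and 8 lower with the smallest p, or 4 and 4 where no gene is called. It also takes the 2 members with the smallest p of each list that passed camera or belongs to a claim about the class. The passages print part of these genes, and that part was chosen after the values had been seen. Results of some genes are not reported here. The 25 gene lists were fixed earlier, after the paper's own tables of changed genes had been read. Which list stands beside which sentence was also decided after the values had been seen. Tests within subclusters were added after the class results.

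Shares of cells carry exact Clopper-Pearson 95% intervals, which cover counting error only, and a count of 0 allows up to 3 counts. The shares of cells with a *C1qb* UMI were also taken after thinning every cell to 1000 UMIs. The kept cells held 64667950 UMIs in sham 1, 39017426 in sham 2 and 17681002 in 2VO 1, and 2VO 1 had the lowest median of UMIs per cell in 12 of 12 classes compared, though not in GLUTNs without Cajal-Retzius neurons or in GABANs at resolution 2.0. The alternatives were DESeq2, RLE factors, no filter on low counts, Bonferroni adjustment, mt- and rRNA-associated genes left out, called doublets removed, cells with over 20% mitochondrial counts removed, resolution 2.0, all genes eligible as variable genes, Cajal-Retzius neurons left out of the GLUTNs, means over cells with a pseudocount of 1, and either sham library left out. A filter of at least 200 genes per cell was added after the data had been seen. Doublets were scored with Scrublet at a common limit of 0.25. This limit was chosen after the automatic limits of 0.248, 0.242 and 0.566 had called 102, 149 and 0 cells in sham 1, sham 2 and 2VO 1. Monocle, Slingshot, CellphoneDB and pathway enrichment were not run, and the trajectory of the OLGs was not analysed here.

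The versions were Python 3.11.15 with scanpy 1.11.5, leidenalg 0.10.2, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1.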

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

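No test in this part was chosen after the result was seen, but the choice of genes outside the paper's text and tables from those of the naming rule was. Each gene given here is called higher in 2VO 1 by edgeR's quasi-likelihood test, lies above both sham libraries and appears neither in the paper's text nor in its tables of changed genes. Of the called genes of the naming rule, in either direction, 4 of 37 were outside the paper's text and tables in CPECs, 4 of 23 in Cajal-Retzius neurons, 8 of 27 in ECs, 2 of 21 in GLUTNs, 2 of 23 in macrophages, 8 of 35 in microglia, 0 of 32 in NPCs, 10 of 41 in OPCs, 2 of 14 in VLMCs and 4 of 9 in VSMCs.

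*mt-Nd6*, the complex I subunit encoded on the light strand of mitochondrial DNA, rose in CPECs from 41.3 and 51.1 CPM to 193 CPM (log2 fold change 2.07, standard error 0.21, adjusted p = 4.04e-07 from edgeR). In ECs it rose from 36.5 and 37 to 103 CPM (log2 fold change 1.48, standard error 0.17, adjusted p = 0.00534 from edgeR), and in VSMCs from 30.8 and 44.3 to 211 CPM (log2 fold change 2.44, standard error 0.29, adjusted p = 0.00465 from edgeR), where DESeq2 did not call it (2.47, adjusted p = 0.196). *Fat3*, an atypical cadherin, rose in Cajal-Retzius neurons from 383 and 347 to 1149 CPM (log2 fold change 1.65, standard error 0.26, adjusted p = 0.00787 from edgeR). *Syt11*, a synaptotagmin, rose in VLMCs from 36.9 and 64.8 to 446 CPM (log2 fold change 3.03, standard error 0.41, adjusted p = 3.07e-05 from edgeR). *Ptprb*, a phosphatase of ECs, had 5.93, 23.7 and 182 CPM in GLUTNs of sham 1, sham 2 and 2VO 1 (log2 fold change 3.46, standard error 0.54, adjusted p = 0.00387 from edgeR), with 2.94 without sham 1 and 4.92 without sham 2. DESeq2 called neither *Fat3* (1.68, standard error 0.63) nor *Syt11* (3.11, standard error 0.94) nor *Ptprb* (3.54, standard error 0.92), and with doublets removed *Syt11* was at 3.56 and was not called (adjusted p = 0.0707 from edgeR). *Itm2a*, a membrane protein gene, had 0, 0 and 66 counts in macrophages (fitted log2 fold change 8.63, adjusted p = 8.98e-14 from edgeR). That is at least 27.5 times a floor of 3 counts over both sham libraries. *Itm2a* also stood beside the endothelial genes *Flt1* and *Cldn5* among the top genes of AST subcluster 1 and OLG subcluster 1. At resolution 2.0 no gene was called in macrophages. *Hba-a2*, a haemoglobin gene of red blood cells, had 0, 1 and 102 counts in microglia, a ratio of 189 with a counting interval of 33.1 to 7528 (fitted log2 fold change 7.25, adjusted p = 0.00222 from edgeR, 6.25 without sham 1 and 9.70 without sham 2). In OPCs it had 5, 4 and 164 counts (log2 fold change 6.55, standard error 0.38, adjusted p = 3.21e-06 from edgeR, 5.80 without sham 1 and 6.95 without sham 2).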

How the results depend on the processing

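The filter of at least 200 genes per cell, Bonferroni adjustment together with another setting, the doublet score limit and the tests within subclusters were chosen only after results had been seen, and the other settings were set earlier. Of 105 genes whose fold changes were followed through the settings, 44 kept their direction and their side of the threshold in every planned setting that gave a test, and so did 27 of the 58 called ones. DESeq2 ended 25 calls and made 9, removal of doublets ended 7 and made 16, resolution 2.0 ended 6 and made 4, and the absence of a filter on low counts ended 0 and made 27. RLE factors ended 0 and made 1, the mitochondrial limit ended 0 and made 9, leaving out mt- and rRNA-associated genes ended 0 and made 2, leaving out Cajal-Retzius neurons ended 2 and made 0, and the added filter of at least 200 genes ended 14 and made 8. The fold stayed within 1 standard error of the main value in 25 of the 25 calls that DESeq2 ended, 6 of 7 with doublets removed, 3 of 6 at resolution 2.0, 2 of 2 without Cajal-Retzius neurons and 6 of 14 with at least 200 genes. Of 105 genes, 69 moved by more than their standard error when taken as a mean over cells, which has no test. No paired analysis was possible because 2VO replicate 2 was not analysed here, and for this reason replicate number as a block was not run. Leaving out a sham library leaves 1 library against 1 and so a value with no test: of 210 such values 68 moved by more than 1 standard error, and 0 called genes changed sign. Where not given beside the gene, the values that moved by over 1.5 times were a log2 fold change of 3.48 to 8.83 for *Cxcl1* and 2.88 to 5.19 for *Mag* in VLMCs, −2.49 to −0.70 for *Nrgn* in GLUTNs, and 4.87 to 10.05 for *Cst7* in microglia. 2VO 1 had the lowest median of UMIs per cell in 12 of 12 classes compared, and in simulated data most genes changed 2 times were not recovered, so a class with few calls can hold such changes.

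Counts of called genes that moved by over 1.5 times are given by setting, and the cause was not tested. DESeq2 called 6 in ASTs, 527 in CPECs, 2 in Cajal-Retzius neurons, 92 in ECs, 4 in GLUTNs, 11 in macrophages, 18 in microglia, 11 in NPCs, 964 in OLGs, 898 in OPCs, 2 in PERs, 0 in VLMCs and 2 in VSMCs, with 59 genes at an unadjusted p under 0.05 in VLMCs. Bonferroni adjustment left 78 in CPECs, 8 in Cajal-Retzius neurons, 24 in ECs, 10 in GLUTNs, 75 in macrophages, 16 in microglia, 109 in NPCs, 42 in OPCs, 17 in VLMCs and 4 in VSMCs, a stricter threshold on the same p-values. In the 5 classes set beside the paper's tables, Bonferroni adjustment together with DESeq2 left 3 in ASTs, 40 in ECs, 2 in GLUTNs, 69 in OLGs and 49 in OPCs, and together with the mitochondrial limit 6 in ASTs, 54 in ECs, 12 in GLUTNs and 44 in OPCs. With RLE factors there were 1 in ASTs, 732 in CPECs, 258 in Cajal-Retzius neurons, 457 in microglia and 9 in VSMCs. Without a filter on low counts there were 403 in ASTs, 338 in Cajal-Retzius neurons, 1463 in ECs, 369 in GLUTNs, 253 in macrophages, 1818 in microglia, 2299 in OLGs, 320 in PERs, 118 in VLMCs and 220 in VSMCs. Without mt- and rRNA-associated genes there was 1 in ASTs. With all genes eligible as variable genes there were 2 in ASTs, 296 in microglia, 1071 in NPCs and 36 in VSMCs. With doublets removed there were 16 in ASTs, 559 in CPECs, 294 in Cajal-Retzius neurons, 233 in GLUTNs, 98 in macrophages, 2334 in microglia, 2186 in OLGs, 162 in OPCs, 256 in PERs, 2 in VLMCs and 263 in VSMCs. Under the mitochondrial limit there were 21 in ASTs, 353 in Cajal-Retzius neurons, 779 in ECs, 1185 in OLGs and 37 in VSMCs. At resolution 2.0 there were 151 in ECs, 247 in GLUTNs, 0 in macrophages, 986 in OLGs and 9 in VSMCs, where 228 had an unadjusted p under 0.05 in macrophages. Leaving out Cajal-Retzius neurons gave 130 in GLUTNs. With at least 200 genes per cell there were 3 in ASTs, 313 in Cajal-Retzius neurons, 0 in GLUTNs, 1403 in OLGs, 3 in OPCs and 42 in GABANs, and 1753 genes had an unadjusted p under 0.05 in GLUTNs.

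With an estimated correlation, with which hardly any list could pass the adjustment, list calls ended at a camera adjusted p of 0.71 for cytochrome c oxidase subunits, subunits of complexes I, III and V and microglial transcripts in ASTs, cell cycle genes in OPCs, activation genes and abundant transcripts of other cell types in ECs, disease-associated and homeostatic genes in microglia and myelin genes in OLGs. The value was 0.725 for Cajal-Retzius markers in GLUTNs, mitochondrially encoded subunits in OPCs and immediate early genes in CPECs, 0.735 for synaptic vesicle genes and 0.737 for ribosomal proteins in GABANs, and 0.788 for heat shock proteins in ECs. The classes in which nuclear-encoded cytochrome c oxidase subunits, subunits of complexes I, III and V or ribosomal proteins were lower, or in which mitochondrially encoded subunits, microglial transcripts, reactive astrocyte genes or abundant transcripts of other cell types were higher, then numbered 0 for each list. With doublets removed, myelin genes in OPCs (camera adjusted p = 0.0104) and antigen-presentation genes in ECs (camera adjusted p = 0.00379) passed, cell cycle genes in OPCs did not (0.487), and hypoxia genes in ASTs (0.804) and antigen-presentation genes in microglia (0.732) changed direction without a call. RLE factors changed no list's side of the threshold among the 25 lists followed.

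The ratio of the 2VO share of cells to the mean sham share moved for ECs to 0.886 with doublets removed, 1.252 under the mitochondrial limit, 0.904 at resolution 2.0 and 1.28 with at least 200 genes per cell. For OLGs it was 0.787 with doublets removed and 0.765 under the mitochondrial limit, and with at least 200 genes it was 1.10 for CPECs and 2.79 for microglia. Among single genes, *Lars2* in GLUTNs changed sign at resolution 2.0 (−0.81), with at least 200 genes (−0.82) and without Cajal-Retzius neurons (−0.20), and *Acta2* in GLUTNs with doublets removed (2.36). *Gjb6* in ASTs changed sign in DESeq2 (0.0142), with RLE factors (0.0144) and under the mitochondrial limit (0.0256).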

Differences from the paper's values

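The filter of at least 200 genes per cell, the score limit for doublets, Bonferroni adjustment together with another setting and the tests within subclusters and in cluster 19 were chosen after the values had been seen, and the other alternatives were set before the data were examined. The paper's tests took single cells as replicates and pooled both 2VO libraries, while the values here take libraries as replicates and hold 2VO 1 alone.

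The paper's Supplementary Table 1 holds 5772, 6336 and 5308 cells of sham 1, sham 2 and 2VO 1, while 5109, 5126 and 3912 barcodes have the 650 genes that the paper states as its minimum. It gives 370, 348 and 94 ASTs in sham 1, sham 2 and 2VO 1, against 210, 229 and 39 here. The paper's GLUTNs number 340, 683 and 172, against 99, 138 and 43, and the paper's NPCs number 42, 13 and 9, against 125, 63 and 32. The paper's CPECs of sham 2 number 475, against 315, and the paper's microglia number 352 in sham 1 and 323 in sham 2, against 215 and 204. For these numbers none of the pre-set alternatives, which are removal of doublets, the mitochondrial limit, resolution 2.0 and all genes eligible as variable genes, came within 1.5 times. The paper's ECs of 2VO 1 number 1906, against 1197, and the mitochondrial limit alone came within. The paper's macrophages number 34, 51 and 77, against 19, 23 and 43, and removal of doublets and resolution 2.0 came within, while the mitochondrial limit and all genes eligible did not. With at least 200 genes per cell, chosen after seeing the values, there were 385, 378 and 90 ASTs, 516 CPECs in sham 2, 1717 ECs in 2VO 1, 33, 55 and 88 macrophages, 248 microglia in sham 1 and 580 GLUTNs in sham 2, all within 1.5 times. The GLUTNs of sham 1 and 2VO 1 (168 and 114), the microglia of sham 2 (207) and the NPCs (215, 81 and 52) stayed apart.

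For fold changes the pre-set alternatives were DESeq2, RLE factors, no filter on low counts, mt- and rRNA-associated genes left out (with no value for *Lars2*), doublets removed, the mitochondrial limit, resolution 2.0, means over cells, either sham library left out and, in GLUTNs, Cajal-Retzius neurons left out. Each log2 fold change is followed by the value from means over cells with 1 added. The paper's methods give folds as ratios of medians, but its table value for *C1qb* is what its own means of 0.345 and 1.359 give with 1 added to each. An alternative not named as within 1 standard error of the paper's value stayed apart. In GLUTNs *C1qb* had 1.69 here (1.23 over cells) and 0.81 in the paper's table, with DESeq2, means over cells and leaving out sham 2 within. Without the added 1 the paper's 2 means give 1.98, which is within 1 standard error (0.54) of 1.69. Its mean over GLUTNs of the sham mice was 0.145 counts per 10000 here and 0.345 as the paper's value, with resolution 2.0 within, and doublets removed and the mitochondrial limit apart. It was called in GLUTNs with doublets removed and at resolution 2.0. *Lars2* in GLUTNs had 0.31 (−0.06 over cells) against the paper's −2.46, with none within and no setting that called it. *Reln*, which was near the paper's value, was called in GLUTNs with no filter on low counts and with doublets removed.

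In ASTs *Cox5a* had −1.30 (−1.10 over cells) against the paper's −0.98, with DESeq2 and means over cells within, and *Cox5b* had −0.94 (−0.70 over cells) against the paper's −0.64, with DESeq2, means over cells and leaving out sham 2 within. *Cox6c* had −1.10 (−0.92 over cells) against the paper's −0.60 and *Cox7c* had −1.18 (−1.002 over cells) against the paper's −0.64, with none within for either. All of these and *Cox8a* were called with no filter on low counts. *C1qa* in ASTs had 1.86 (0.90 over cells) against the paper's 0.84, with means over cells within, and was called with no filter on low counts and under the mitochondrial limit. *C1qb* in ASTs had 2.55 (1.26 over cells) against the paper's 0.89, with none within, and was called in DESeq2, with no filter on low counts, with doublets removed, under the mitochondrial limit and with at least 200 genes.

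In ECs *Lars2* had −0.20 (−0.41 over cells) against the paper's −1.41, with DESeq2 and leaving out sham 1 within, and no setting called it. *Ttr* in ECs had 0.80 (0.95 over cells) against the paper's 1.02, with DESeq2, the mitochondrial limit, resolution 2.0, means over cells and leaving out sham 1 within, and it was called with no filter on low counts and under the mitochondrial limit. With at least 200 genes, chosen after seeing the values, *Ttr* had 1.07 and was called, and *Fth1* stayed called. *Fth1* in ECs had 1.48 (1.38 over cells) against the paper's 0.88, with none within. In OLGs *Neat1* had 3.16 (2.93 over cells) against the paper's 1.97, with DESeq2 and leaving out sham 1 within, and was called with no filter on low counts and with doublets removed. *Cnp* in OLGs had −1.30 (−0.998 over cells) against the paper's −0.64, with none within, and was called in DESeq2, with no filter on low counts, with doublets removed and with at least 200 genes.

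At an adjusted p under 0.05 and a fold over 1.5, with Bonferroni in the paper, the paper's tables hold 154 genes in GLUTNs against 45 here, with leaving out Cajal-Retzius neurons (130) within 1.5 times, and 150 in OPCs against 3568, with doublets removed (162) within. The numbers came near, but 138 of the paper's 154 genes were not among the 130, and 130 of its 150 not among the 162. The 3568 of the main setting held 129 of the 150. The paper's tables hold 125 in ASTs against 0, 46 in ECs against 323 and 62 in OLGs against 0, with none of the pre-set alternatives within. Pairs of settings, chosen after seeing the values, came within 1.5 times in some classes. Bonferroni adjustment with DESeq2 called 40 in ECs and 69 in OLGs, and with the mitochondrial limit 54 in ECs, but 39, 52 and 41 of the paper's own called genes were not among them. GLUTNs without Cajal-Retzius neurons had 154 called genes at resolution 2.0, without 143 of the paper's 154, and 128 to 212 in other settings that came within. The other pre-set alternatives for these counts, which stayed apart, were DESeq2, RLE factors, Bonferroni adjustment, no filter on low counts, mt- and rRNA-associated genes left out, the mitochondrial limit, resolution 2.0, all genes eligible as variable genes and, outside OPCs, doublets removed.

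Of 22 genes that the paper names as markers of a class, 18 had their highest mean in that class. The paper assigns *Gjb6* to ASTs, and its mean was higher in VLMCs (4.44) than in ASTs (3.18). The paper assigns *Birc5* and *Cdca8* to NPCs, and both were highest in OPCs (0.286 and 0.225), where the dividing cells lay, while *Cdca8* was highest in NPCs with doublets removed. The paper assigns *Gad2* to GABANs, which formed no class here. The paper places ECs with *Hmcn1* and ECs with *Car4* in separate clusters, and both genes were highest in EC subcluster 0 (10.8 and 8.19), while *Atf3*, *Gkn3*, *Lcn2* and *Plvap* were highest in separate ones. The paper gives *C1qa*, *Atox1*, *Mrc1* and *Cd74* a cluster each, and here *C1qa* and *Atox1* shared subcluster 7, and *Mrc1* and *Cd74* subcluster 5. The paper puts ASTs, EPNs, GLUTNs, OPCs and PERs first by number of changed genes and finds hardly any in macrophages, while here OPCs came first with 3568, ASTs and PERs had 0 and macrophages 149, by edgeR. At an unadjusted p under 0.05 ASTs had 1312 genes and PERs 1245, and DESeq2 called 6 and 2. This order is that of the main setting, and it depended on the processing. Microglia came first with doublets removed (2334, and 162 in OPCs) and OLGs in DESeq2 (964, and 898 in OPCs). NPCs came first with Bonferroni adjustment (109, and 42 in OPCs) and OLGs with at least 200 genes (1403, and 3 in OPCs). At resolution 2.0 OPCs stayed first (3517) and macrophages had 0. The paper ranks *Lars2* first by significance among genes lowered in GLUTNs and GABANs and *Reln* first among those raised in GLUTNs, and edgeR called none of these (adjusted p = 0.0839 for *Reln* in GLUTNs), though it called *Reln* in Cajal-Retzius neurons (adjusted p = 0.00236). In GABANs, a class at resolution 2.0 though not in the main clustering, *Cnr1*, which the paper ranks first among those raised, had a log2 fold change of 2.69 (adjusted p = 0.784 from edgeR). In OLGs the paper ranks *Neat1* first among raised and *Cnp* first among lowered genes, with an adjusted p of 0.0798 and 0.0621 here from edgeR. The paper ranks *Ttr* first among genes raised in ECs, while *Lcn2* had a larger fold here (log2 fold change 7.87). The paper finds most changed genes in its EC cluster with *Lcn2*. Here cluster 19, led by *Lcn2*, had 80 called genes, and the EC subcluster led by *Lcn2* with doublets removed had 59, against 249 in EC subcluster 0, by edgeR. The EC subcluster led by *Lcn2* in the main clustering was not tested, with 6 and 12 sham cells. The paper ranks *Apoe* first by significance in microglia, where it was called here (adjusted p = 0.00673 from edgeR), with *Flt1* (0.00222) and *Cst7* (0.00294) at a smaller p. *Apoe* had the smallest adjusted p of these genes in DESeq2 (0.000298, against 0.00412 for *Flt1*). With no filter on low counts it also did (6.21e-69 from edgeR, against 3.82e-22 and 6.60e-32). In the other settings with a test *Flt1* and *Cst7* kept the smaller p. The paper ranks mitochondrial genes first among those raised in OPCs, where 8 of 13 mitochondrially encoded genes were called higher, while *C4b* and *Hba-a2* had the smaller adjusted p of 3.21e-06 from edgeR. The paper reports that the dividing OPCs share almost all of their leading genes with NPCs, against 21.7% here. The NPCs here were led by *Igfbpl1*, *Neurod1* and *Sox11* and the dividing cells lay in the OPCs, while the paper names *Birc5* and *Cdca8* as markers of its NPCs, so the groups compared differ. The paper reports more ECs and VSMCs and fewer OLGs after 2VO, and the 2VO share of each lay between the sham shares here. Exceptions were the 2VO share of ECs under the mitochondrial limit (33.1%, against 20.6% and 32.3%) and with at least 200 genes per cell (32.1%, against 20.3% and 29.7%). The 2VO share of OLGs lay below both sham shares under the mitochondrial limit (19.5%, against 30.0% and 20.9%) and with doublets removed (19.8%, against 29.2% and 21.2%).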

Other observations

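Among the tests on possible causes in this part, those on counts per cell that doublets give, on UMIs per cell and on *Malat1* were written down earlier and all others after the result had been seen. In NPCs, some genes of young neurons fell. *Stmn1*, which binds tubulin, fell from 5966 and 5844 CPM to 1286 CPM (log2 fold change −2.20, standard error 0.18, adjusted p = 1.07e-05 from edgeR's quasi-likelihood test), and *Tubb2b*, a neuronal tubulin and also a marker by which the class was named, from 4275 and 4503 to 1013 CPM (log2 fold change −2.12, standard error 0.19, adjusted p = 1.51e-05 from edgeR). Of 9 immature neuron markers tested, a list picked with the paper's tables in view, 5 were called lower and 0 higher, the same numbers when adjusted over the list alone, with a median log2 fold change of −1.18 (camera adjusted p = 0.00425, and adjusted p = 0.71 with an estimated correlation). Cytosolic ribosomal proteins were lower for 72 of 78, 75 when adjusted over the list alone, with a median of −1.64 (camera adjusted p = 2.55e-39, and adjusted p = 0.71 with an estimated correlation). Mitochondrially encoded subunits were higher for 11 of 13, 12 when adjusted over the list alone, at a median of 1.34 (camera adjusted p = 2.98e-10, and adjusted p = 0.71 with an estimated correlation), among them *mt-Atp6* (log2 fold change 1.30, standard error 0.15, adjusted p = 6.46e-05 from edgeR). *Meg3*, a noncoding RNA of neurons, rose from 164 and 125 to 1327 CPM (log2 fold change 3.18, standard error 0.26, adjusted p = 1.07e-05 from edgeR). In all, 184 genes were called higher and 508 lower of 7649 in NPCs, DESeq2 called 11, and the class had 125, 63 and 32 cells at a median of 6302, 5582 and 1644 UMIs. Abundant transcripts of other cell types rose with them, as 5 of 8 tested were called higher, 6 when adjusted over the list alone (camera adjusted p = 2.10e-10, and adjusted p = 0.71 with an estimated correlation).

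In VLMCs, fibroblast-like cells of the brain surface, 59 genes were called higher and 3 lower of 4911 by edgeR, and DESeq2 called 0. With doublets removed edgeR called 2, both higher. *Cxcl1*, a chemokine that attracts neutrophils, had 0, 32.4 and 363 CPM in sham 1, sham 2 and 2VO 1 (log2 fold change 4.04, standard error 0.53, adjusted p = 3.07e-05 from edgeR), and with doublets removed it was at 3.96 with a standard error of 0.74 and was not called (adjusted p = 0.214 from edgeR). Of 13 myelin genes 8 were called higher in VLMCs and 11 when adjusted over the list alone, with a median of 1.75 (camera adjusted p = 1.02e-22, and adjusted p = 0.71 with an estimated correlation). Among them was *Mag*, an adhesion protein of myelin (15.8, 82 and 603 CPM), at a log2 fold change of 3.40. *C4b*, which was higher in several classes, rose in OPCs from 3.5 and 4.03 to 114 CPM (log2 fold change 4.95, standard error 0.28, adjusted p = 3.21e-06 from edgeR). In GLUTNs *Nrgn* had 2193, 7381 and 1306 CPM (log2 fold change −1.88, adjusted p = 0.154 from edgeR), so the sham libraries differed more from each other than sham 1 from 2VO 1.

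The 25 lists were tested in 10 to 12 classes each with camera at the preset correlation, in 285 tests, of which 158 passed. With Cajal-Retzius neurons and the GLUTNs without them there were 327 tests, of which 182 passed at the preset correlation and 0 with an estimated one (smallest adjusted p = 0.71). Classes passing are given with the lowest and highest class median of the log2 fold change in parentheses. Of mitochondrial and ribosomal lists there were 0 up and 9 down of 12 for nuclear-encoded cytochrome c oxidase subunits (−1.71 to −0.09), 0 up and 9 down of 12 for nuclear-encoded subunits of complexes I, III and V (−1.43 to −0.07), 10 up and 0 down of 12 for mitochondrially encoded subunits (−0.02 to 1.34), 0 up and 10 down of 12 for cytosolic ribosomal proteins (−1.64 to 0.11), and 4 up and 0 down of 12 for ribosomal-RNA-associated transcripts (−0.51 to 0.59). Of stress lists there were 2 up and 0 down of 12 for heat shock proteins and chaperones (−0.53 to 0.32), 5 up and 3 down of 12 for immediate early genes (−1.26 to 1.47), and 1 up and 1 down of 12 for hypoxia genes (−0.75 to 2.99). Of immune lists there were 9 up and 2 down of 11 for microglial transcripts (−0.80 to 4.47), 9 up and 0 down of 12 for disease-associated microglia genes (−0.24 to 1.24), 6 up and 1 down of 11 for homeostatic microglia genes (−1.10 to 3.69), 3 up and 0 down of 11 for interferon-response genes (−0.45 to 2.34), and 6 up and 0 down of 12 for antigen-presentation genes (−0.38 to 2.73). Of glial and vascular lists there were 11 up and 0 down of 12 for reactive astrocyte genes (0.46 to 3.47), 8 up and 0 down of 11 for endothelial activation genes (−0.08 to 3.24), 6 up and 0 down of 12 for angiogenesis genes (−0.53 to 2.62), 7 up and 2 down of 12 for myelin genes (−0.88 to 3.55), and 2 up and 4 down of 11 for cholesterol synthesis genes (−1.37 to 1.29). Of neuronal and dividing cell lists there were 0 up and 1 down of 10 for synaptic vesicle genes (−0.84 to 0.49), 5 up and 0 down of 10 for ionotropic glutamate receptors (0.17 to 1.61), 5 up and 0 down of 12 for plasma membrane cation ATPases (−0.38 to 1.08), 3 up and 0 down of 10 for Cajal-Retzius neuron markers (−1.01 to 2.09), 0 up and 1 down of 10 for immature neuron markers (−1.18 to 1.08), and 0 up and 1 down of 10 for cell cycle genes (−1.42 to 0.24). The list of abundant transcripts of other cell types passed upward in 12 of 12 classes (0.15 to 4.18). Of its 11 members 5 are in another list and 10 in the paper's own tables, and of the 13 microglial transcripts 8 and 4.

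Microglial transcripts were found in cells of other classes of 2VO 1, with 0.833 (OLGs) to 3.05 (ASTs, where 81 of 119 counts lay in 2 of 39 cells) counts per cell of 5 microglial genes, *C1qb* among them, in the 9 classes with at least 50 such counts, against 49.95 in microglia. For GLUTNs and ASTs pooled, the tables argue against expression of *C1qb* there as the whole source. Its share among the 5 genes was 1.17 times that in microglia with an upper 95% bound of 1.45, under the 1.5 that was required. Without those 2 cells it was 1.07 times (upper bound 1.45), and a smaller contribution is not excluded. Taken alone, neither class met this limit. The upper 95% bound of the share was 0.420 in ASTs and 0.422 in GLUTNs, against a share of 0.268 in microglia. The tables also argue against doublets with microglia as the whole source. Of the 4010 counts, 78.5% lay in cells with under 10 such counts, against 1.38% in microglia of 2VO 1. With doublets removed the log2 fold change of *C1qb* less 2 standard errors was at least 1.46 in 9 of 9 classes. Free RNA from microglia is a candidate explanation, as the share of *C1qb* in 9 classes had a median of 0.97 times that in microglia (0.806 to 1.22), while doublets cannot be told apart from it for the other 21.5% of the counts, which lay in 41 of 3450 cells and between the limits of 20% and 50% that were set. A response to 2VO that raises the 5 genes in proportion in all these cells was not tested and stays open. The 32 cells of 2VO 1 in unnamed clusters are in none of these values. They held 3.28 such counts per cell, with 86 of 105 counts in 4 cells. Their *C1qb* share was 0.381 (95% interval 0.288 to 0.481), which is 1.42 times that in microglia and above the range of the 9 classes.

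*Reln* was higher in GLUTNs of 2VO 1, and its counts lay in Cajal-Retzius neurons. The tables argue against a larger share of Cajal-Retzius neurons as the whole cause. The fold was 3.59 with Cajal-Retzius and other GLUTNs weighted equally, over the 1.5 set as the limit. As the other GLUTNs held no *Reln* counts, this fold is the one within Cajal-Retzius neurons. It and the log2 fold change within them are therefore 1 line of evidence. Higher *Reln* within these neurons is a candidate explanation, as the log2 fold change within them was 1.76 (1.27 to 2.25 at 2 standard errors in edgeR), though DESeq2 did not call it (1.79, standard error 0.45, adjusted p = 0.0729). A shift between kinds of Cajal-Retzius neurons cannot be told apart from it, since *Reln* is itself a top gene of 1 of their 2 subclusters, so that the fold of 1.63 with both weighted equally tests neither. That 2VO is a cause of either stays an open hypothesis.

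Nuclear-encoded respiratory chain genes were lower in 2VO 1 in 9 of 12 classes. The tables argue against mt- and rRNA-associated genes that take counts from the rest, as the change without them was a median of 0.962 times the change with them. Over the 9 classes, fewer UMIs per cell cannot be told apart from a change in the cells. Weighting cells to the same UMIs left a median of 0.588 of the change, between the limits of 0.5 and 0.75. The range was 0.42 to 0.872, and the median log2 change went from −0.67 to −0.37. ASTs (0.42) and OLGs (0.423) lay under 0.5, while CPECs (0.755), OPCs (0.817) and GLUTNs (0.872) lay over 0.75. More nuclear than cytoplasmic RNA per cell is also open, as *Malat1*, a nuclear RNA, was higher than in both sham libraries in 8 of 12 classes and lower in 3, which lies between the limits that were set. Lower respiratory gene expression after 2VO may contribute and was not separated from these, as 2VO 1 is 1 library and the shallowest.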
